# Tip60 HAT Action Mediates Environmental Enrichment Induced Cognitive Restoration

**DOI:** 10.1371/journal.pone.0159623

**Published:** 2016-07-25

**Authors:** Songjun Xu, Priyalakshmi Panikker, Sahira Iqbal, Felice Elefant

## Abstract

Environmental enrichment (EE) conditions have beneficial effects for reinstating cognitive ability in neuropathological disorders like Alzheimer’s disease (AD). While EE benefits involve epigenetic gene control mechanisms that comprise histone acetylation, the histone acetyltransferases (HATs) involved remain largely unknown. Here, we examine a role for Tip60 HAT action in mediating activity- dependent beneficial neuroadaptations to EE using the *Drosophila* CNS mushroom body (MB) as a well-characterized cognition model. We show that flies raised under EE conditions display enhanced MB axonal outgrowth, synaptic marker protein production, histone acetylation induction and transcriptional activation of cognition linked genes when compared to their genotypically identical siblings raised under isolated conditions. Further, these beneficial changes are impaired in both Tip60 HAT mutant flies and APP neurodegenerative flies. While EE conditions provide some beneficial neuroadaptive changes in the APP neurodegenerative fly MB, such positive changes are significantly enhanced by increasing MB Tip60 HAT levels. Our results implicate Tip60 as a critical mediator of EE-induced benefits, and provide broad insights into synergistic behavioral and epigenetic based therapeutic approaches for treatment of cognitive disorder.

## Introduction

Alzheimer’s disease (AD) is the most common form of dementia in the aging population and its progression is tightly associated with cognitive impairments that involve learning and memory deficits. The pathology of AD has been linked to neuronal cell death and disrupted synaptic plasticity in various brain regions that specifically include the hippocampus and the cortex. Increasing compelling evidence demonstrates that AD progression is influenced by a complex interplay between genetic and environmental risk factors, and that such gene-environmental interactions play a major role in triggering pathways that can either slow or exacerbate disease progression. Environmental stimuli provide neurons in the brain with instructive information that shapes synaptic connections to impact cognitive ability. As such, environmental enrichment (EE) conditions have beneficial effects for reinstating cognitive ability in neuropathological conditions such as AD. EE has been shown to enhance hippocampal neurogenesis and reverse learning and memory deficits by inducing structural changes in the neuronal network to enhance synaptic efficacy. While a substantial body of evidence demonstrates that EE benefits involve epigenetic gene control mechanisms that comprise histone acetylation induction, the select HATs involved and their mechanisms of action underlying this process remain largely unknown.

We previously demonstrated that Tip60 HAT action controls activity-dependent cognition-linked neuronal processes that include synaptic plasticity, axonal transport and outgrowth, learning and memory and epigenetically regulates transcriptional profiles of genes enriched for these functions. Consistent with a role for Tip60 in nervous system function, our laboratory [1–10] and others [2, 3, 11–13] have demonstrated that Tip60 is implicated in Alzheimer’s disease (AD) based on its role in epigenetic neuronal gene control *via* its formation of a transcriptionally active complex with the processed C- terminal amyloid precursor protein (APP) intracellular domain (AICD) [2, 11, 12, 14] [7, 15–19]. We further made the exciting discovery that increasing *in vivo* Tip60 HAT levels in the *Drosophila* nervous system under APP induced neurodegenerative conditions rescues AD associated neuronal impairments such as apoptotic neurodegeneration in the central nervous system (CNS) [7], axonal outgrowth [5, 6] and synaptic vesicle transport in motor neurons[2]. Excess Tip60 also restores associated disrupted complex functional abilities impaired in AD that include sleep cycles[5, 6], locomotor function[2] and learning and memory[10] defects with concomitant induction of some genes critical for the function of these neural processes [2, 7]. In direct contrast, loss of Tip60 HAT function in the fly nervous system causes gene misregulation and exacerbates such AD associated impaired phenotypes [2, 5–7, 10] Together, our findings demonstrate that Tip60 plays a neuroprotective role in an array of cognition associated neuronal processes that are impaired during the early stages of the AD pathological process.

Environmental enrichment (EE) conditions comprising positive social reinforcements has also been shown to have neuroprotective benefits under neuropathological conditions such as AD [20–23]. While experimental EE conditions may vary between studies exploring EE neuroadaptative benefits, one critical and non-variable EE component widely conserved amongst species is social environmental enrichment [24, 25]. Well established studies using *Drosophila* show that similar to mammals, social EE promotes significant beneficial structural changes in regions throughout the fly brain that include the mushroom body (MB) that regulates a variety of behavioral and physiological functions ranging from olfactory learning and memory to decision making under uncertain conditions[26–30]. Social EE promotes enhanced MB axon and dendrite formation, synaptic plasticity and neuronal MB Kenyon cell growth[24, 31]. Recent studies demonstrate that EE benefits require epigenetic gene regulation involving induction of specific histone acetylation profiles [21, 32–34]. Nevertheless, how specific HATs mediate cognitive gene expression programs in response to changing environmental cues and the select HATs involved in this process remain largely unknown.

Here, we exploit the power of *Drosophila* genetics and the behavioral and physiological conservation between flies and mammals in terms of their positive neuroadaptive response to ask whether Tip60 HAT action is required for an EE induced beneficial neuroadaptative response. We use the MB as our well characterized cognitive model as this neural circuit in the adult fly brain is where Tip60 is robustly produced. As the central for learning and memory, MB exhibits beneficial morphological changes in response to EE similar to mammalian systems[25, 35–37]. Our findings implicate Tip60 as a critical mediator of EE-induced benefits, and provide broad insights into non-invasive synergistic behavioral and epigenetic approaches for treatment of cognitive deficits in neurological disorders.

## Results

### Tip60 HAT action restores EE mediated neuroadaptative benefits under APP neurodegenerative conditions

We previously demonstrated that Tip60 is required for both MB morphology and function in learning and memory[10, 38]. Thus, we first asked whether EE promotes beneficial changes on MB structural morphology and whether this response is dependent upon Tip60 HAT action. To test this, we crossed flies carrying a UAS-mCD8-GFP marker in conjunction with the MB specific OK107-GAL4 driver to control w^1118^ flies to mark MB cells with GFP for enhanced visualization. The MB GAL4 driver OK107 expressed GAL4 in discrete neuronal populations in the adult fly brain that includes high expression in the Kenyon cells, the intrinsic neurons of the MB as well as in the pars intercerebralis, suboesophageal ganglion and optic lobes [26]. To assess MB response to EE, newly eclosed adult fly progeny were exposed to environmental enrichment conditions (EE) or isolation conditions (ISO) following established protocols[24, 39, 40]. Briefly, newly eclosed flies were either exposed to a group of 30 flies (1:1 sex ratio) (EE) or housed individually (ISO) for 5 days (Fig 1A). MBs from dissected conditioned brains were stained with antibodies to GFP to delineate the MB, counterstained with axonal marker FasII antibody that exhibits weak expression in the γ lobe while strongly labeling a/ß lobes, and MB area was quantitated for each genotype (Fig 1B–1D, 1B’–1D’ and 1E). Quantification analysis on MB area reveals the EE conditioned MB structure is significantly larger than MB from ISO siblings that were housed individually (Fig 1B and 1B’; P<0.01), consistent with previous studies [23, 32, 41] [36, 37]showing that the MB undergoes an EE induced beneficial neuroadaptive response. To assess the role of Tip60 HAT activity in this MB EE neuroadaptative response, we first asked whether modulating Tip60 HAT levels in the MB would alter the EE response we observe in control w^1118^ flies. To test this, we used our laboratory’s previously generated GAL4-responsive transgenic fly lines carrying a membrane-bound mCD8-GFP construct with either Tip60 dominant negative HAT mutant (UAS-mCD8-GFP;dTip60^E431Q^) or wild-type Tip60 (UAS-mCD8-GFP;dTip60^WT^)[5] and crossed them to MB driver OK107. Newly eclosed adult fly progeny for each genotype were exposed to EE or ISO conditions (Fig 1A) [24, 39, 40] and MBs from dissected conditioned brains were stained with antibodies to GFP to delineate the MB, counterstained with axonal marker FasII, and MB area was quantitated for each genotype (Fig 1E). Quantitation analysis demonstrated that, consistent with our previous findings, dTip60^E431Q^ flies showed a significant reduction in MB total area when compared to control w^1118^ flies while dTip60^WT^ flies display a less severe reduction in MB total area (S1 Fig). Additionally, both loss and gain of Tip60 HAT levels in the fly MB resulted in a lack of response to EE (Fig 1E and S1 Fig). Our results suggest that appropriate levels of Tip60 HAT activity are required for EE mediated neuroadaptative morphological benefits.

**Fig 1:**
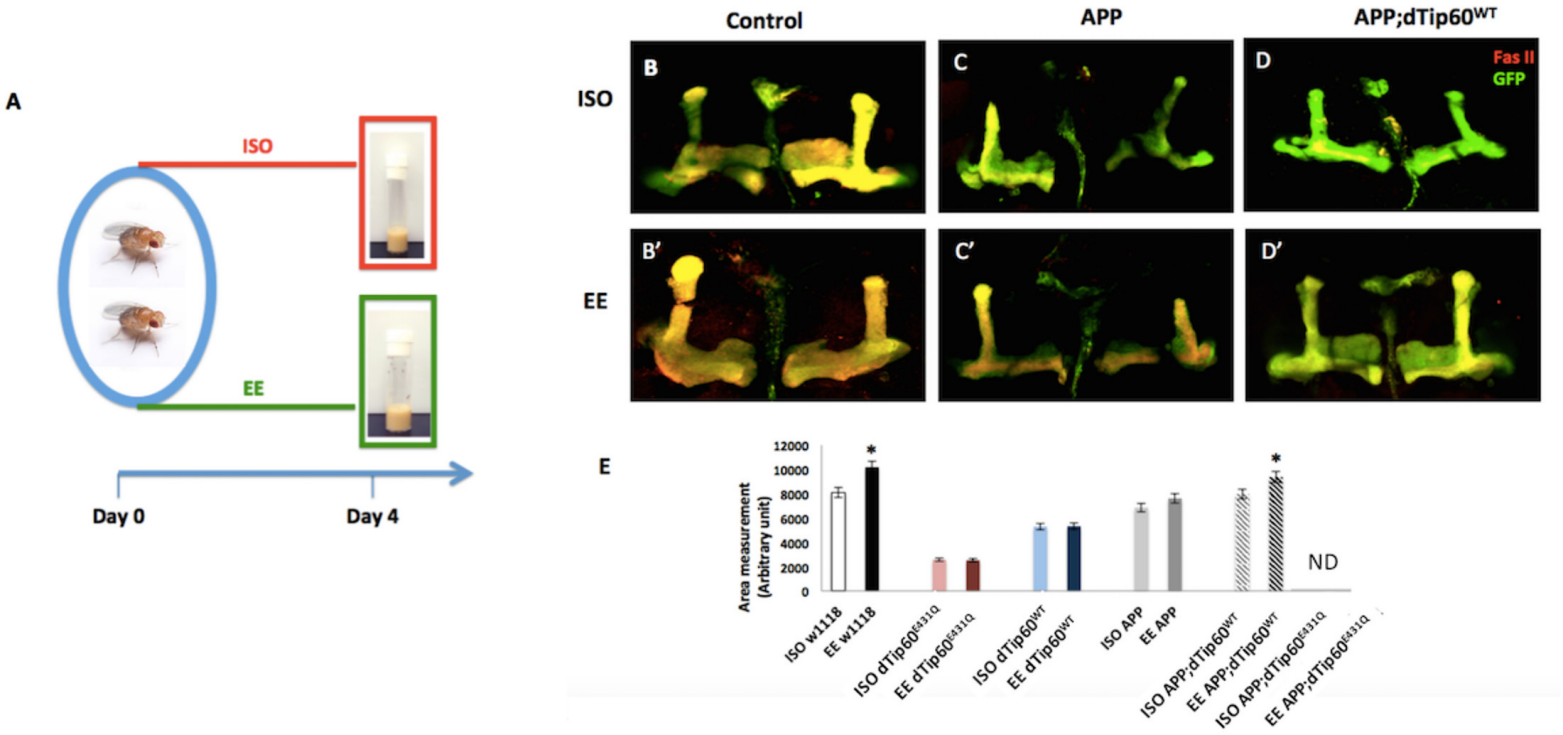
Tip60 HAT activity restores EE mediated neuroadaptive benefits on MB morphology under APP neurodegenerative conditions. (A) Experimental paradigm for flies exposed to isolation (ISO) or environmental enrichment (EE) conditions. Newly eclosed adult fly progeny were exposed to a group of 30 flies (1:1 sex ratio) (EE), or housed individually (ISO) for 5 days. (B-D) Representative confocal images of adult MB visualized by mCD8-GFP and stained with axonal marker Fascillin II (Fas II) antibody from 5-day old adult fly expressing indicated transgenes driven by GFP;;OK107-Gal4 under ISO or EE condition. Anti-GFP staining used as marker to delineate MB in the adult brains. Anti-Fas II staining shows a/ß and r lobes in wild-type, APP and APP;dTip60^WT^ flies under ISO condition. (B’-D’) Same genotype flies in EE condition. (E) Quantification of area in the different genotypes and housing conditions in adult flies. Data represent the mean of 15 replicates with error bars depicting 95% confidence interval. Student t-test was used to determine statistical significance between different housing conditions within the same genotype. APP;dTip60^E431Q^ flies exhibited severely malformed MB structure and lack of structural consistency, and therefore are labeled as ND (non-determined) in the quantification. ** P < 0.01, *P < 0.05.

EE has been shown to enhance cognitive ability under neuropathological conditions such as Alzheimer’s disease (AD) [20–23] *via* induction of histone acetylation, yet the full array of HATs involved remain to be identified[12, 42, 43]. Thus, we wished to ask whether EE promotes beneficial changes on MB morphology under AD associated APP neurodegenerative conditions and whether this response is dependent upon Tip60 HAT action. To examine the effects of EE on MB morphological changes under APP induced neurodegenerative conditions, we used unique UAS-responsive transgenic fly lines generated in our laboratory[7] that co-express wild type Tip60 (dTip60^WT^) and human APP driven by GFP;OK107-Gal4. This system allows us to manipulate Tip60 HAT levels in an APP neurodegenerative background, while simultaneously marking and visualizing the MB neurons using GFP. Flies from each cross were housed in ISO or EE conditions and the conditioned brains of 5-day-old adult animals were dissected, stained with antibodies to GFP to delineate the MB, counterstained with axonal marker FasII, and the MB area was quantitated for each genotype (Fig 1B–1E). This analysis revealed that while the overall stereotypical morphology of MB lobes was detected in APP expressing fly lines, both a/ß and a’/ß’ lobes were significantly thinner and shorter in both EE and ISO conditioned APP MB when compared to control flies (OK107-GAL4/UAS-GFP) (Fig 1C–1C’). Quantitative analysis of the MB lobe area revealed a non-significant increase in MB area in APP flies under EE conditions, indicating that the EE induced beneficial neuroadaptative response we observe in control flies (Fig 1B–1B’ and 1E) is compromised under APP neurodegenerative conditions.

Given our previous findings that increased levels of Tip60 rescues multiple neural circuits impaired under APP induced neurodegenerative conditions while Tip60 HAT loss exacerbates APP defects [5, 7, 10], we asked whether increased Tip60 HAT levels could also restore the impaired EE response we observe in APP MB. To test this, we crossed flies carrying a UAS-mCD8-GFP marker in conjunction with MB specific OK107-GAL4 driver to either control w^1118^, APP;Tip60^WT^ or APP;Tip60^E431Q^ flies to simultaneously tag MB cells with GFP while increasing or decreasing Tip60 HAT levels in the MB under APP neurodegenerative conditions. We found that adult brains from APP;dTip60^WT^ fly showed no observable MB structural defects as assessed by GFP and Fas II labeling of a/ß and a’/ß’ and r lobes, indicating increasing Tip60 HAT levels restored APP induced MB axonal growth defects (Fig 1D–1D’). Moreover, quantification analysis using FasII staining revealed a marked increase in the area of all 3 MB lobes in the APP;dTip60^WT^ flies in EE versus ISO conditions. In direct contrast, adult APP;dTip60^E431Q^ flies exhibited severe axonal defects in all three lobes and did not respond to EE conditions (Fig 1 and S1 Fig). Taken together, our result suggest that appropriate levels of Tip60 HAT activity are required for EE mediated neuroadaptative morphological benefits, and that excess Tip60 alleviates impairment of an EE response in APP flies.

### Tip60 restores EE induced positive changes in synaptic marker protein production

Our finding that increasing Tip60 HAT levels in the MB restores EE neuroadaptative benefits under APP neurodegenerative conditions prompted us to ask whether the beneficial MB structural changes we observed were accompanied by positive synaptic changes. To test this, we crossed flies carrying a UAS-mCD8-GFP marker in conjunction with MB specific OK107-GAL4 driver to either control w^1118^, APP or APP;Tip60^WT^ flies and assessed pre- and post-synaptic protein production using whole-brain homogenates from EE or ISO conditioned adult fly brains for each genotype.

To investigate pre-synaptic protein changes, we focused on Bruchpilot (BRP) (Fig 2A). BRP is a critical component in regulating the clustering of voltage gated calcium channels (VGCC) at the pre-synaptic active zone of all synapses, and as such, is commonly used as a marker for both synapse number and functionality in synaptic transmission [44–46]. Wild type w^1118^, APP and APP;dTip60^WT^ flies were subjected to EE and ISO conditioning. At the end of the 5 days, conditioned brains were dissected and BRP protein levels were assessed using quantitative analysis of Western blots. Consistent with our MB structural findings (Fig 1C–1E), APP;dTip60^WT^ flies exhibited enhanced BRP levels under EE conditions relative to ISO condition, while APP flies showed a non-significant change in BRP levels in response to EE (Fig 2B and 2F).

**Fig 2:**
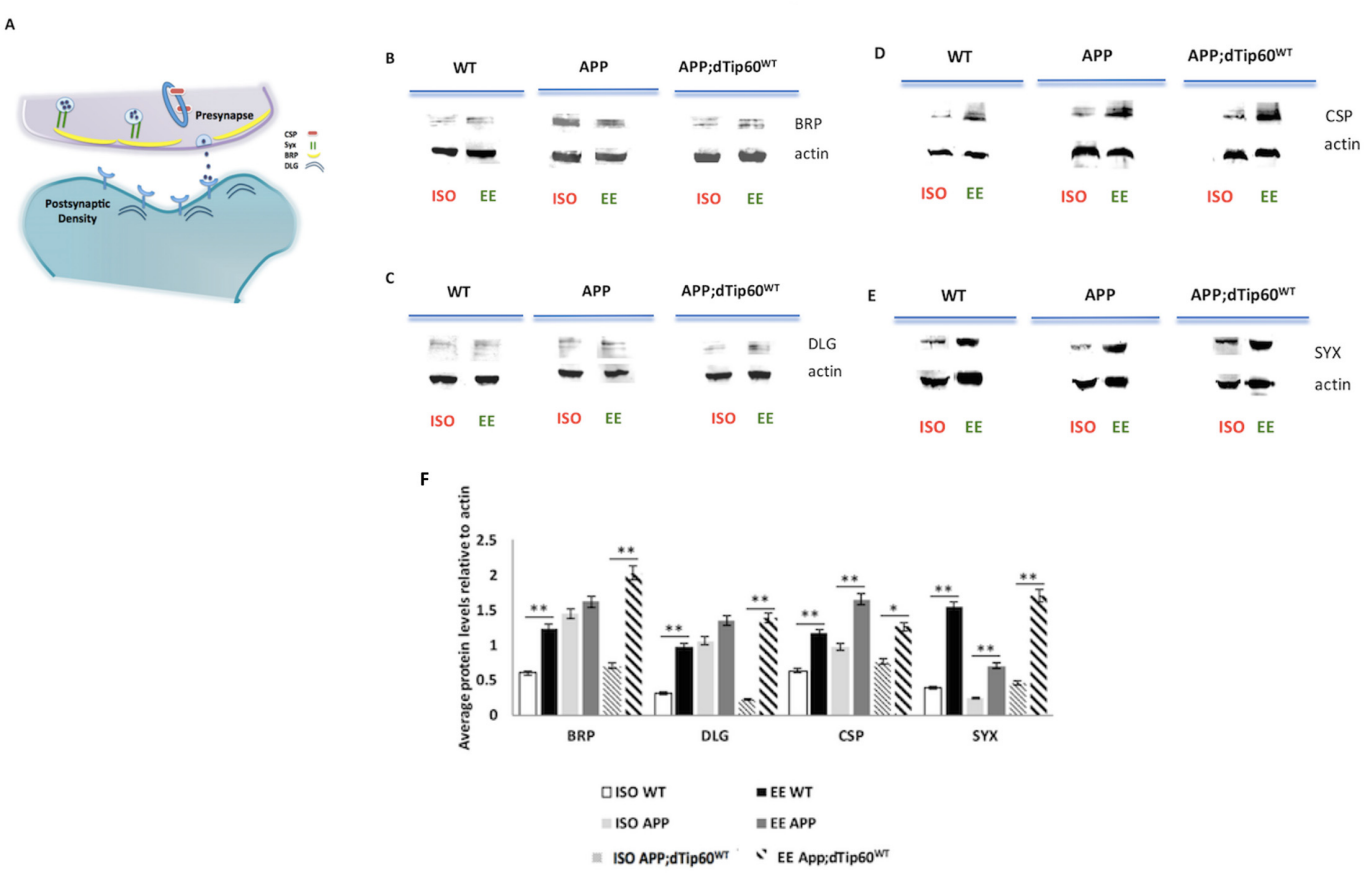
Tip60 restore EE induction of synaptic markers under APP neurodegenerative conditions. (A) The schematic of key synaptic maker components of *Drosophila* synapse. BRP, Bruchpilot; CSP, cysteine string protein; DLG, Discs-large; Syx, syntaxin. (B) Structural synaptic marker BRP and DLG protein production remained the same under different housing conditions under APP neurodegenerative conditions. (C) Structural marker protein production were induced under EE condition with enhanced Tip60 HAT activity. (D-E) Secretary marker protein Syx and CSP production were induced under EE conditions in both APP and APP;dTip60^WT^ fly brains. Data represent the mean of 3 replicates with error bars depicting 95% confidence interval. Student t-test was used to determine statistical significance between different housing conditions within the same genotype. ** P < 0.01, *P < 0.05.

To assess post-synaptic protein changes, we focused on density marker Disc-large (DLG) that is primarily produced post-synaptically (Fig 2A). DLG is the *Drosophila* homolog of the post-synaptic mammalian density protein PSD-95/SAP-90 and is robustly produced in the CNS neuropil, where its protein localization pattern overlaps with that of BRP[47] [48]. DLG is involved in neurotransmitter release by regulating the post-synaptic clustering of glutamate receptors and controls glutamate release and post-synaptic structure [49–51]. Consistent with our MB structural and BRP findings (Figs 1C–1C’, 2B and 2F), APP;dTip60^WT^ flies exhibited enhanced DLG levels under EE conditions relative to ISO condition, while APP flies showed a non-significant change in DLG levels in response to EE (Fig 2C and 2F).

To assess levels of additional secretory machinery components, we analyzed the presence and distribution of two pre-synaptic vesicle associated proteins essential for synaptic transmission function: the cysteine string protein (csp) that regulates the activity of presynaptic Ca^2+^ channels to control exocytosis[52], and syntaxin (syx) a neuronal representative of a large family of proteins that promotes synaptic vesicle fusion and endocytosis mediated vesicle recycling, thus functionally “marking” both sides of the vesicle cycle (Fig 2A)[53, 54]. After EE conditioning, both CSP and SYX protein levels were found to increase (Fig 2D, 2E and 2F) in both APP and APP;dTip60^WT^ flies similar to that of wild-type w^1118^ flies, suggesting that unlike DLG and BRP, EE promotes secretary protein production in a Tip60 independent manner under APP induced neurodegenerative conditions. Taken together, these data suggest that Tip60 mediated enhancement of EE induced neuroadapative benefits under APP neurodegenerative conditions is due at least in part, to an increase in certain pre- and post-synaptic functional protein components.

### Tip60 promotes EE beneficial neuroadaptative transcriptional changes in genes enriched for cognitive function

EE has been shown to positively impact gene expression profiles in the mouse brain that are enriched in functions such as neuronal structure, synaptic plasticity and neurotransmission. Thus, we asked whether the EE induced beneficial MB structural and synaptic changes we observe are accompanied by neuroadaptive transcriptional benefits in the *Drosophila* MB, and if so, is Tip60 HAT action required for this process. To address this question, we crossed our UAS-mCD8-GFP;Tip60^E431Q^ flies or control UAS-mCD8-GFP flies to MB GAL4 OK-107 to simultaneously induce Tip60 HAT loss in the MB while tagging MB cells with GFP (Fig 3B). Adult progeny were exposed to EE or ISO conditions. After conditioning, the GFP tagged MB Kenyon neurons were FACs purified from conditioned fly brains from each genotype to enrich for detection of an EE induced MB transcriptional response. RNA was isolated from the purified Kenyon MB neurons and transcriptional changes for each genotype were assessed using microarray analysis (Fig 3A).

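The targeted gene, Tip60, was measured first as a check of the genotype labels. Its log2 signal was 8.24 ± 0.24 (SD, n = 2 arrays) in control ISO and 8.14 ± 0.064 (SD, n = 2) in control EE. It was 9.64 ± 0.0018 (SD, n = 2) in dTip60E431Q ISO and 10.01 ± 0.19 (SD, n = 2) in dTip60E431Q EE. dTip60E431Q is a HAT-defective Tip60 expressed from a UAS transgene, and the array signal does not separate its mRNA from that of the endogenous gene. Tip60 mRNA therefore checks the genotype of each array and not its housing. GFP-positive cells, labelled through the OK-107 GAL4 driver, were sorted by FACS from brains of male and female flies. The paper takes them as Kenyon neurons, the intrinsic neurons of the MB, and they are called Kenyon neuron samples below. It also reports expression of this driver in optic lobes, pars intercerebralis and suboesophageal ganglion, so the sorted cells may include others. There were 4 groups with 2 arrays each, 8 arrays in all: control and dTip60E431Q flies, each after 5 days in EE with 30 flies per vial or in ISO with 1 fly per vial. The paper gives an age of 5 days for all arrays, while the sample labels give 6 days for dTip60E431Q ISO replicate 2 and 5 days for the others. Neither the paper's text nor the labels say that the 2 arrays of a group came from separate pools of flies, so each p-value measures only the spread between these arrays, which may be technical. The authors hybridized biotin-labelled cRNA to Affymetrix Drosophila arrays and summarised each probe set with RMA in R, on the log2 scale. The median log2 signal of an array lies between 6.39 and 6.47. The Affymetrix control probe sets were set aside, which left 18769 for testing. Of these, 13647 have 1 gene symbol, 402 have several and 4720 have none, and no gene is named from a probe set with several. Differences between groups were fitted with limma, with 1 mean per group and a spread shared by all groups. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold of at least 1.3, and the count at an unadjusted p under 0.05 and the same fold stands beside each count. The 2 dTip60E431Q ISO arrays differed from each other by much less than the other pairs, with an SD of their differences over probe sets of 0.183 against 0.358 to 0.479. They were counted as 2 samples, and, in an alternative chosen after seeing the data, averaged and counted as 1. The number of arrays limits the precision of every value.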

**Fig 3:**
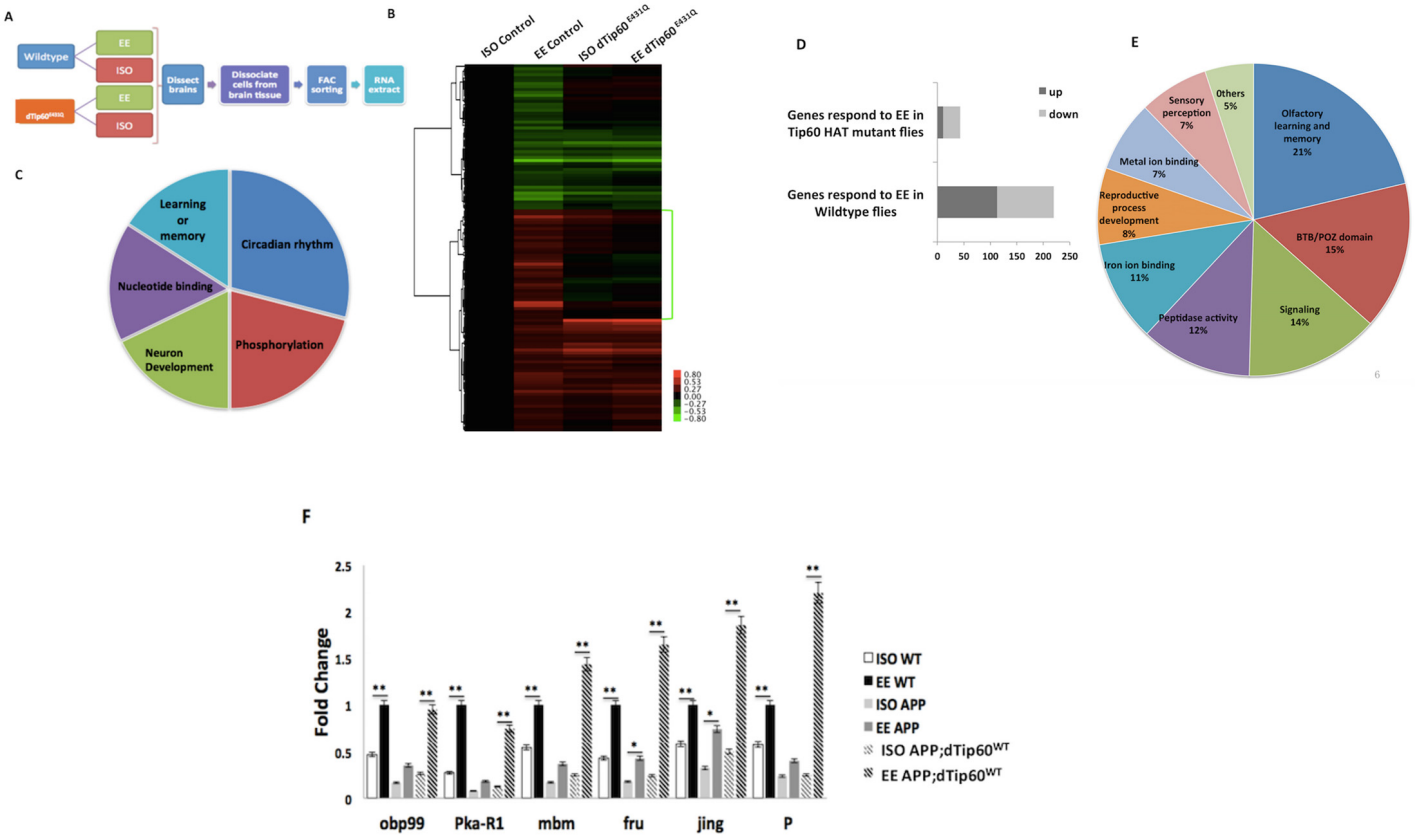
Tip60 promotes EE neuroadaptative transcriptional benefits under APP induced neurodegenerative conditions. (A) Experiment schematic for the microarray analysis. (B) The hierarchical cluster of the 220 genes differentially regulated in response to EE in the wild-type control flies (corrected P-value < 0.05, FC> 1.3) reveals an impaired transcriptional response in Tip60 HAT mutant flies. (C) Pie diagram showing GO term associated enrichment in each of the major function categories identified in the analysis. (D) Number of genes that are up-regulated (dark gray) and down-regulated (light gray) in response to EE in control and Tip60 HAT mutant fly MB neurons with FC>1.1. (E) Function analysis on the selected gene group (highlighted on heatmap). This subset of genes is not significantly misregulated in comparison to WT under ISO condition, and is not responsive to EE induced neuroadaptive transcriptional benefits. (F) Quantitative RT-PCR validation of representative gene targets in control, APP and APP;dTip60^WT^ flies under ISO and EE conditions for EE-mediated transcriptional regulation on the representative genes. qPCR was performed using RNA isolated from fly heads. Histogram represents fold change in gene expression using ΔΔCt method with RP49 as the internal control. Student t-test was used to determine statistical significance between different housing conditions within the same genotype. ** P < 0.01, *P < 0.05. Error bars indicate SEM.

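The probe sets that differed between EE and ISO in control flies were followed across all 4 groups, as in the heat map, at the unadjusted threshold. Relative to control ISO, the 446 probe sets higher under EE in control had a median log2 difference of 0.70 in control EE, 0.66 in dTip60E431Q ISO and 0.17 in dTip60E431Q EE. The 381 probe sets lower under EE in control had medians of -0.52, -0.44 and -0.22 in the same order. Obp99a, an odorant-binding protein, had mean log2 signals of 8.11 in control ISO, 10.71 in control EE, 11.02 in dTip60E431Q ISO and 7.23 in dTip60E431Q EE (n = 2 arrays each). The clock gene tim had means of 10.82, 8.76, 9.40 and 9.64 in that order (n = 2 each). In dTip60E431Q ISO, 93.7% of the probe sets lay on the same side of control ISO as in control EE, and in dTip60E431Q EE 77.8% did. All these differences share the control ISO arrays. In 100 simulations of unchanged groups the shares were 87.9% and 88.2%. The simulations gave every group the same spread. The SD of the differences between the 2 arrays of a group was 0.479 in control ISO and 0.183 in dTip60E431Q ISO. Values that share control ISO therefore cannot be read as above or below the simulated ones. Over all probe sets the correlation of the difference in control EE with that in dTip60E431Q ISO was 0.363, against 0.497 in the simulations, and the covariance was 0.0476 against 0.0235. For dTip60E431Q EE the correlation was 0.358, against 0.496, and the covariance was 0.0245 against 0.0234. EE minus ISO in control and EE minus ISO in dTip60E431Q share no array, and their correlation over probe sets was -0.199, against -0.0027 in the simulations. Probe sets are not independent replicates, so these correlations carry no p-value.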

Bioinformatics comparative analysis of microarray data for EE versus ISO conditions for identical genotypic control wild type flies revealed significant differential expression for 220 genes, indicative of a neuroadaptative transcriptional response to EE (Fig 3B). 

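In control Kenyon neuron samples under EE, Lsp2, a storage protein of the fat body, rose 21.4-fold (log2 difference 4.42, SE 0.36, adjusted p = 0.0168 from limma, n = 2 arrays per group), and Gnmt, which methylates glycine to sarcosine, rose by 3.82 (SE 0.23, adjusted p = 0.00575). Sardh, which breaks down sarcosine, rose by 2.72 (SE 0.25, adjusted p = 0.0271) and tobi, an alpha-glucosidase controlled by insulin-like peptides, by 3.01 (SE 0.32, adjusted p = 0.0418) on the log2 scale. The signals of Gnmt (5.40 and 5.52) and Sardh (mean 4.39) in control ISO lie below the array medians and are not shown to lie above background, so the sizes of their differences are uncertain. Obp99a rose by 2.59 (SE 0.27, adjusted p = 0.0399), and tim, whose protein represses the circadian clock, fell by 2.06 (SE 0.12, adjusted p = 0.00575). In all, 15 probe sets rose and 2 fell, 17 together, and 827 passed the unadjusted threshold, 446 higher and 381 lower. Probe sets of low signal are here all those with a mean over the 8 arrays below the median of such means (6.46). Fewer probe sets are tested without them, which alone lowers a count. The balance of higher and lower calls depends on probe sets of low signal. At an unadjusted p under 0.05 and a fold of 1.1, 570 were higher and 527 lower, and 437 and 138 with such probe sets left out. Markers of other cell types and gene families were followed as groups. Of 15 measured fat body markers, 2 rose (Lsp2 and Gnmt) and none fell, and 8 were higher when adjusted over the list alone. The median of the fat body markers was 0.77, with an adjusted p of 5.95e-13 from camera and adjusted p = 0.41 with an estimated correlation, and it was 0.50 and 1.33 without control ISO replicate 1 and 2. Among their members below the threshold were fit, at 2.91 (SE 0.46, adjusted p = 0.177), and the yolk protein gene Yp3, at 1.72 (SE 0.28, adjusted p = 0.184). None of the 13 hemocyte markers passed the test, 4 were higher when adjusted over the list alone, and their median was 0.55 (camera adjusted p = 4.5e-07, adjusted p = 0.678 with an estimated correlation), or 0.25 without control EE replicate 1. Among them eater, a phagocytosis receptor, stood at 1.10 (SE 0.25, adjusted p = 0.503). Of 83 cytochrome P450 genes, none passed the test, 1 was higher when adjusted over the list alone, 12 were higher at an unadjusted p under 0.05, and the median was 0.15 (camera adjusted p = 1.41e-04, adjusted p = 0.942 with an estimated correlation). Without control ISO replicate 1 the P450 median was 0.04 (camera adjusted p = 0.399), without replicate 2 it was 0.30, and without control EE replicate 2 it was 0.10. None of the 43 ion channels and transmitter receptors was called, also when adjusted over the list alone, and their median was -0.11 (camera adjusted p = 9.43e-04, adjusted p = 0.942 with an estimated correlation). The median of the ion channels turned to 0.03 without control ISO replicate 1 and was -0.285 without replicate 2, and without control EE replicate 1 it had a camera adjusted p of 0.0537. The 17 calls became 0 without control EE replicate 2, 2 without control EE replicate 1, 3 without either dTip60E431Q ISO array or with this pair averaged as 1 sample, 26 without either dTip60E431Q EE array and 139 without control ISO replicate 2, which also gave 2857 calls at the unadjusted threshold. The 3 calls left without a dTip60E431Q ISO array were Gnmt, CG43085 and tim, and with probe sets of low signal left out the 827 became 387.

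**Figure D1:**
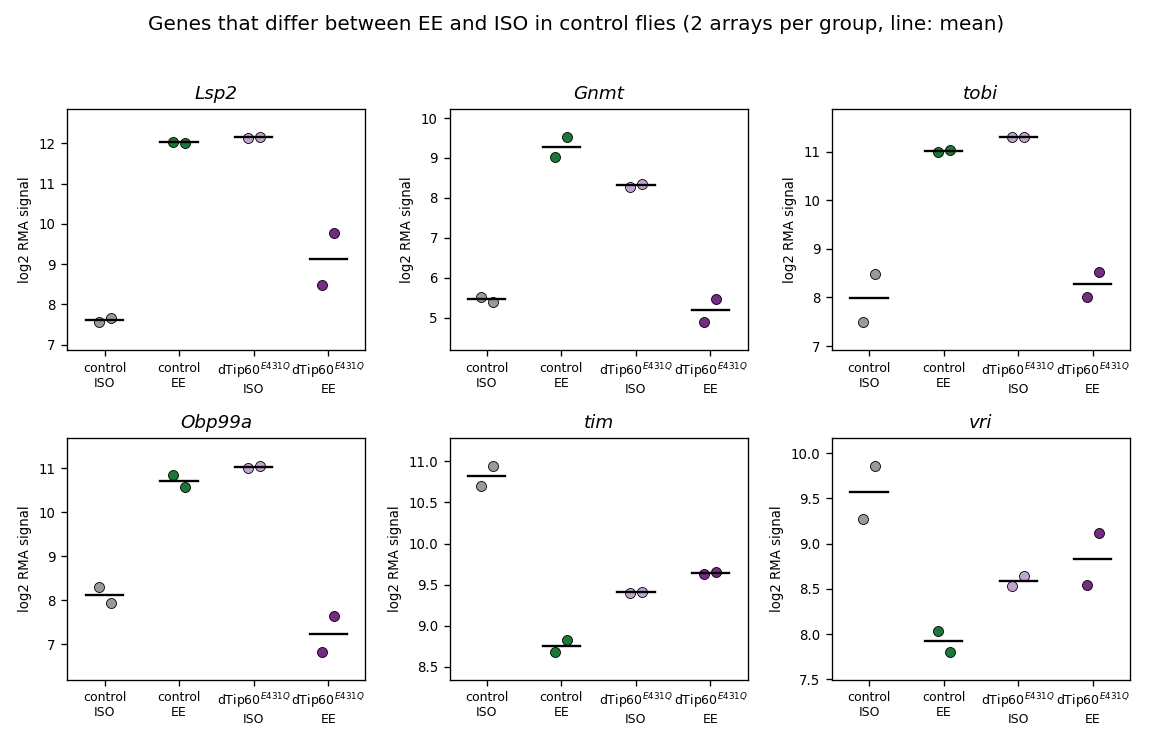
Log2 RMA signal (vertical axes) of Lsp2, Gnmt, tobi, Obp99a, tim and vri in control ISO, control EE, dTip60E431Q ISO and dTip60E431Q EE, with a point for each of the 2 arrays of a group and a line at their mean. Lsp2 lies at 7.56 and 7.65 in control ISO and at 12.03 and 12.02 in control EE, and tim has means of 10.82 and 8.76 in these groups.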

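Lists of genes of circadian rhythm, neuron development, and learning and memory (L&M), fixed before the data were examined, were followed in EE versus ISO of control flies. Of 25 measured clock genes, tim was the 1 that fell and none rose, and when adjusted over the list alone 3 were lower (tim, per and vri) and 1 was higher (Clk). The repressor gene per had a log2 difference of -0.77 (SE 0.11, adjusted p = 0.116 from limma, n = 2 arrays per group) and vri, which represses Clk, one of -1.65 (SE 0.25, adjusted p = 0.157). Clk, which activates per and tim, stood at 0.61 (SE 0.13, adjusted p = 0.425). The clock list as a whole had a median of -0.03 (camera adjusted p = 0.37, adjusted p = 0.942 with an estimated correlation). Of 33 measured genes of neuron development, none passed the test, also when adjusted over the list alone, and 8 lay above 0, with a median of -0.04 (camera adjusted p = 0.254). The cell recognition gene Dscam2 stood at -0.34 (SE 0.20, adjusted p = 0.875), sdk at 0.14 (SE 0.12, adjusted p = 0.922) and chic, the fly profilin, at -0.11 (SE 0.10, adjusted p = 0.927). Of 35 measured L&M genes, none passed the test, 1 was lower when adjusted over the list alone (per, also a clock gene), and the median was -0.02 (camera adjusted p = 0.457).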

Functional gene analysis revealed the top five enriched gene ontology (GO) groups that the EE responsive genes clustered to included processes known to be responsive to external stimuli such as circadian rhythm, neuron development and L&M, lending credibility to our analysis (Fig 3C). In contrast, when we directly compared EE versus ISO conditions for Tip60 HAT mutant flies, we found that only 43 genes exhibited differential expression, indicative of a lack of neuroadaptive response as a result of Tip60 HAT loss (Fig 3B and 3D).

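Among the genes that fell under EE in dTip60E431Q flies were several Jonah serine proteases, digestive enzymes of the midgut. Jon99Fi fell by 8.50 on the log2 scale (SE 0.65, adjusted p = 0.00216 from limma, n = 2 arrays per group), and Jon25Biii fell by 5.30 (SE 0.15, adjusted p = 1.94e-05). The gut lipase gene mag fell by 5.85 (SE 0.29, adjusted p = 2.02e-04). Of 13 Jonah genes, 7 fell and none rose, 11 were lower when adjusted over the list alone, and the median was -2.735 (camera adjusted p = 1.535e-24, adjusted p = 0.1455 with an estimated correlation), or -1.73 without dTip60E431Q EE replicate 2. Trypsins and midgut genes that are not proteases were listed after seeing the data. None of 8 trypsins passed the test, 5 were lower at the unadjusted threshold and 0 lay above 0, with a median of -0.77. Of 28 midgut genes that are not proteases 3 fell, with a median of -0.48. Among the genes that rose were CG3088, by 7.69 (SE 0.92, adjusted p = 0.0188), CG8343, by 7.00 (SE 0.71, adjusted p = 0.00869), CG11211, by 6.12 (SE 0.71, adjusted p = 0.0174), and the cuticle gene Cpr11B, by 2.47 (SE 0.34, adjusted p = 0.0399). Of the 76 probe sets that fell, 72 were also called higher in dTip60E431Q than in control under ISO. Both comparisons use the dTip60E431Q ISO arrays, so most of these falls go with high signals in that 1 group. Genes of both directions stand apart in the dTip60E431Q ISO arrays. Jon25Biii had a log2 signal of 11.07 to 11.10 there and 5.53 to 5.93 in the other 6 arrays, and CG8343 had 4.80 to 4.94 there and 10.13 to 12.64 in the other 6. Low signals such as that of mag, at 3.00 to 3.71 in the other 6 arrays, and of Gnmt, at 4.88 and 5.47 in dTip60E431Q EE, are not shown to lie above background, so the size of such differences is uncertain. Of 15 fat body markers, Gnmt fell by 3.14 (SE 0.23, adjusted p = 0.00195) and Lsp2 fell by 3.04 (SE 0.36, adjusted p = 0.0188), 6 were lower when adjusted over the list alone, and the median was -1.08 (camera adjusted p = 4.7e-09, adjusted p = 0.427 with an estimated correlation). Of 13 immune effector genes, the antifungal peptide gene Drs fell by 1.55 (SE 0.21, adjusted p = 0.0399), 6 were lower and 1 was higher when adjusted over the list alone, and the median was -0.60 (camera adjusted p = 0.00315, adjusted p = 0.69 with an estimated correlation), or -0.40 without dTip60E431Q EE replicate 1 (camera adjusted p = 0.178). None of the 12 measured activity-regulated genes passed the test, 4 were higher when adjusted over the list alone, and their median was 0.25 (camera adjusted p = 2.91e-05, adjusted p = 0.356 with an estimated correlation). The zinc finger gene sr, a homolog of mammalian EGR genes, led them at 0.94 (SE 0.14, adjusted p = 0.0627). In all, 8 probe sets rose and 76 fell, 84 together, and 1155 passed the unadjusted threshold, 504 higher and 651 lower. Of the 15 probe sets that rose under EE in control, 11 fell here. At the unadjusted threshold 211 probe sets were higher in control and lower in dTip60E431Q, against 15.5 for independent lists, and 82 were lower in control and higher here, against 10.2. Both tests share the spread of all 8 arrays and probe sets are not independent, so the numbers for independent lists are no test of these overlaps. Chosen on the control arrays alone, 380 probe sets higher under EE in control had a median of -0.51 (quartiles -0.98 to -0.19) in dTip60E431Q, and 290 lower in control had a median of 0.17. Over both sets the median, signed by the control direction, was -0.34, with a p of 0.0597 from the rotation test fry. That p was 0.0441 with 1 probe set per gene, 0.0153 with selection at an unadjusted p under 0.01 and 0.0231 with selection by the methods' t-test. The 84 calls became 40 without dTip60E431Q ISO replicate 1 or with this pair averaged as 1 sample, with none higher, 37 without replicate 2 and 159 without either control ISO array, and the 1155 became 732 without dTip60E431Q ISO replicate 2. With probe sets of low signal left out, 15 calls were made, and 486 at the unadjusted threshold.

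**Figure D2:**
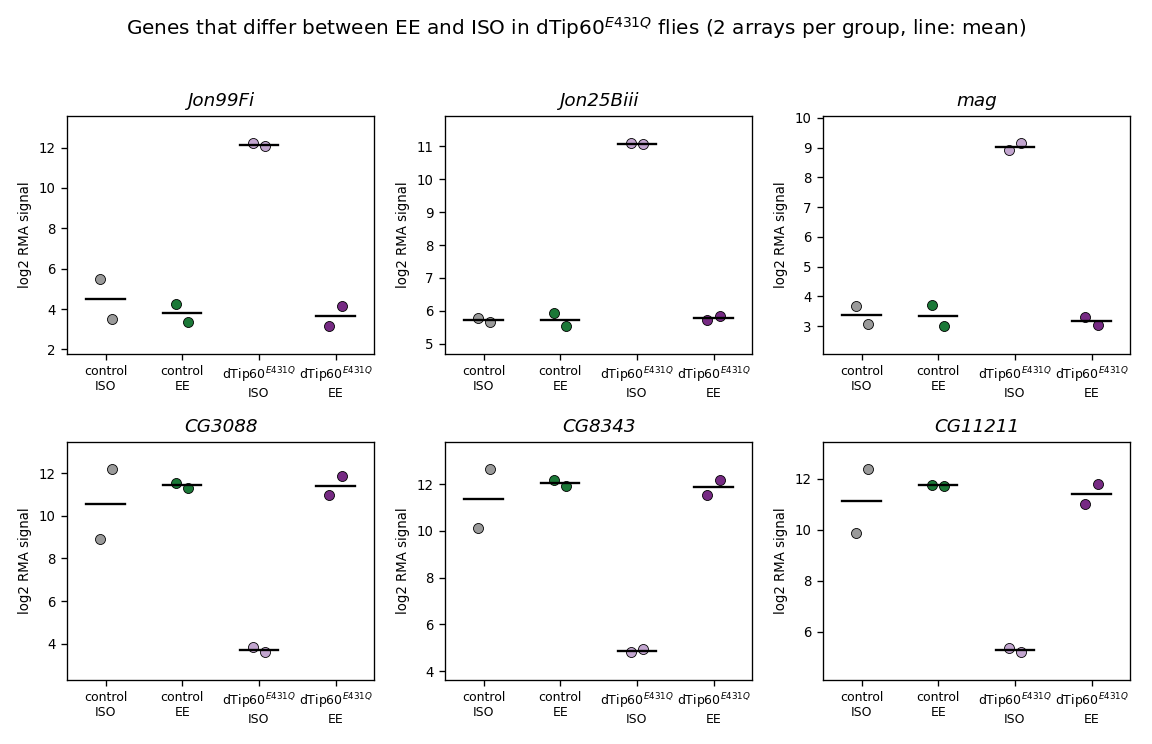
Log2 RMA signal (vertical axes) of Jon99Fi, Jon25Biii, mag, CG3088, CG8343 and CG11211 in control ISO, control EE, dTip60E431Q ISO and dTip60E431Q EE, with a point for each of the 2 arrays of a group and a line at their mean. In dTip60E431Q ISO, Jon99Fi lies at 12.07 to 12.22 and CG3088 at 3.60 to 3.84, against 3.15 to 5.48 and 8.93 to 12.18 in the other 6 arrays.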

Comparative analysis of microarray data from control w^1118^ flies versus Tip60 HAT mutant flies for EE data sets revealed transcriptional misregulation of 219 genes within the Tip60 HAT mutant flies. 

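Under EE, Tip60 itself was 3.66-fold higher in dTip60E431Q flies than in control (log2 difference 1.87, SE 0.15, adjusted p = 0.0117 from limma, n = 2 arrays per group). Tektin-C, a protein of cilia and sperm tails, rose by 3.45 (SE 0.20, adjusted p = 0.00459), and the kinetochore gene Mis12 by 1.57 (SE 0.13, adjusted p = 0.0122). tut, a translational repressor of the male germ line, rose by 1.45 (SE 0.13, adjusted p = 0.0161), and HipHop, a telomere capping protein, by 0.99 (SE 0.12, adjusted p = 0.0441). Gnmt fell by 4.10 (SE 0.23, adjusted p = 0.00459), Obp99a fell by 3.48 (SE 0.27, adjusted p = 0.0107) and the metallothionein gene MtnD by 1.66 (SE 0.16, adjusted p = 0.0233). Tektin-C in control EE (mean 5.21) and Gnmt in dTip60E431Q EE (mean 5.18) are not shown to lie above background, so the sizes of their differences are uncertain. In all, 11 probe sets rose and 23 fell, 34 together, and 956 passed the unadjusted threshold, 456 higher and 500 lower. Of the 11 that rose, 8 also rose in dTip60E431Q under ISO, and of the 23 that fell, 2 also fell there, with the spread of all 8 arrays shared by both tests. Of 14 measured genes of the Tip60 complex, Tip60 was the 1 that rose, also when adjusted over the list alone, and pont, a helicase of the complex, stood at -0.40 (SE 0.13, adjusted p = 0.547, camera adjusted p = 0.906 for the list). Of 12 activity-regulated genes, sr rose by 1.17 (SE 0.14, adjusted p = 0.0468), 5 were higher when adjusted over the list alone, and the median was 0.35 (camera adjusted p = 2.01e-07, adjusted p = 0.551 with an estimated correlation). Hr38, a nuclear receptor gene induced by neuronal activity, stood at 0.90 (SE 0.18, adjusted p = 0.22). None of the 71 genes of oxidative phosphorylation passed the test, also when adjusted over the list alone, while 63 lay above 0, with a median of 0.13 (camera adjusted p = 1.28e-07, adjusted p = 0.601 with an estimated correlation). UQCR-11, a subunit of complex III, stood at 0.65 (SE 0.17, adjusted p = 0.413). Of 15 fat body markers, Gnmt was the 1 that fell, 7 were lower when adjusted over the list alone, and the median was -0.72 (camera adjusted p = 1.28e-07, adjusted p = 0.564 with an estimated correlation), or -0.40 without dTip60E431Q EE replicate 1. The 34 calls became 0 without control EE replicate 2, 2 without control EE replicate 1, 5 without either dTip60E431Q ISO array or with this pair averaged as 1 sample, 17 without dTip60E431Q EE replicate 2 and 69 without either control ISO array, and the 956 became 1491 without dTip60E431Q EE replicate 2. Tip60 is not among the 5, which are Tektin-C, Gnmt, CG11741, CG43085 and CG9377, and with probe sets of low signal left out the 956 became 428.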

GO functional analysis on this subset of genes revealed that they are enriched for cellular processes such as methyltransferase activity, zinc protein finger DNA binding and nucleosomal organization. 

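Methyltransferases, zinc finger proteins and genes of nucleosome organization, listed before the data were examined, were followed in dTip60E431Q versus control under EE. Of 22 measured methyltransferases, 1 fell (Gnmt, an enzyme of glycine metabolism and not of chromatin), also when adjusted over the list alone, and none rose. The list's median was 0.01, its mean was -0.18 and camera placed it below the other genes with an adjusted p of 0.529 (adjusted p = 0.967 with an estimated correlation). The DNA and tRNA methyltransferase gene Mt2 stood at a log2 difference of -0.30 (SE 0.14, adjusted p = 0.721 from limma, n = 2 arrays per group) and trx, a histone H3 methyltransferase, at 0.20 (SE 0.11, adjusted p = 0.786). Of 56 zinc finger genes, sr was the 1 that rose and Kr-h1, a target of juvenile hormone, the 1 that fell, by 1.17 (SE 0.12, adjusted p = 0.0373), and when adjusted over the list alone 1 was higher and 2 were lower. Among the other zinc finger genes, klu stood at -0.74 (SE 0.15, adjusted p = 0.22) and wor, a neuroblast gene, at 0.67 (SE 0.17, adjusted p = 0.377), and the median of the list was 0.06 (camera adjusted p = 0.487). None of the 30 measured genes of nucleosome organization passed the test, also when adjusted over the list alone. BigH1, the germ line linker histone, stood at -0.57 (SE 0.23, adjusted p = 0.657) and brm, the ATPase of the Brahma complex, at -0.19 (SE 0.10, adjusted p = 0.785). The nucleosome list had a median of -0.02 (camera adjusted p = 0.529).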

Of note, while these genes encode proteins known to function in epigenetic gene regulation, which is consistent with Tip60’s role in this process, these functions are not known to be directly responsive to external stimuli. In direct contrast, GO analysis of genes that are not misregulated in response to Tip60 HAT loss, but are impaired in their response to EE conditioning when compared to their ISO counterpart data sets, demonstrate that this subset of genes is enriched in processes known to be responsive to external stimuli that include olfactory learning and memory, sensory perception and signaling (Fig 3E). 

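Genes that responded to EE in control, were not called between EE and ISO in dTip60E431Q and were not called between the genotypes under ISO were collected at the unadjusted threshold. Of the 827 probe sets that differed under EE in control, 302 were also called in dTip60E431Q and 489 between the genotypes under ISO, which left 308, of which 139 were higher and 169 lower under EE in control. The metalloprotease gene tld, which processes growth factors, had a log2 difference of 0.70 in control (SE 0.12, adjusted p = 0.264 from limma, n = 2 arrays per group) and of 0.09 in dTip60E431Q. TpnC4, a troponin C of muscle, stood at -2.83 in control (SE 0.55, adjusted p = 0.363) and at 0.59 in dTip60E431Q. Among the higher genes were 5 of 13 hemocyte markers (lz, NimC1, PPO1, PPO2 and srp, genes of blood cell fate, phagocytosis and melanization), against 0.119 by chance (Fisher's exact test, adjusted p = 4.62e-06). They also held 5 of 83 cytochrome P450 genes (Cyp4e2, Cyp6a17, Cyp6a2, Cyp6g2 and Cyp6w1), against 0.762 (adjusted p = 0.0313). Fisher's exact test takes genes as independent, while the hemocyte markers have an estimated correlation of 0.471 and the P450 genes one of 0.15, and camera with that correlation passed neither list for EE in control (adjusted p = 0.678 and 0.942). No L&M gene of the list was in the subset, where chance gives 0.321 among the higher and 0.263 among the lower genes. Among the lower genes were 3 of 112 odorant and gustatory receptors (Gr36a, Or33c and Or98b), against 0.841 (adjusted p = 1). A gene called in 1 genotype and not in the other need not differ between them: the interaction of genotype and housing had an unadjusted p under 0.05 for 163 of the 308 and an adjusted p under 0.05 for 0. The subset was chosen on the control difference, which is part of the interaction. It also leaves out probe sets called in the other 2 comparisons. Both counts are shaped by this choice and are not independent evidence. For tld the interaction was -0.62 (adjusted p = 0.275). The subset held 758 probe sets without control ISO replicate 2 and 101 with probe sets of low signal left out, and after cyclic loess or a repeated quantile normalization it held 163 higher of 277 and 182 higher of 282.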

Taken together, these results suggest that Tip60 HAT action plays a role in mediating a beneficial activity dependent transcriptional neuroadaptive response to EE.

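The difference between the responses of the genotypes to EE was tested itself, as the interaction of genotype and housing. Gnmt responded to EE with a log2 difference lower by 6.95 in dTip60E431Q than in control (interaction -6.95, SE 0.33, adjusted p = 3.61e-04 from limma, n = 2 arrays per group). CG11741 had an interaction of -6.17 (SE 0.40, adjusted p = 0.00117), tobi one of -6.05 (SE 0.45, adjusted p = 0.00188) and the gut lipase gene mag one of -5.83 (SE 0.40, adjusted p = 0.00145). The signal of mag lies at 3.00 to 3.71 in the 6 arrays outside dTip60E431Q ISO, and those of Gnmt and CG11741 have means of 5.46 and 5.84 in control ISO and 5.18 and 4.54 in dTip60E431Q EE. These are not shown to lie above background, so the sizes of the interactions of these genes are uncertain. The cuticle gene Cpr11B had an interaction of 4.37 (SE 0.48, adjusted p = 0.0132). Of 12 activity-regulated genes, none passed the test, 4 were above 0 when adjusted over the list alone, and the median was 0.32 (camera adjusted p = 1.94e-05, adjusted p = 0.261 with an estimated correlation), or 0.49 without control ISO replicate 1. Within it, Hr38 stood at 0.85 (SE 0.25, adjusted p = 0.289). Of 35 L&M genes none passed the test, also when adjusted over the list alone, and the median was 0.09 (camera adjusted p = 0.0229, adjusted p = 0.762 with an estimated correlation). The L&M median was 0.02 without control ISO replicate 1 and -0.02 without dTip60E431Q EE replicate 1 (camera adjusted p = 0.232 and 0.234), and 0.16 and 0.18 without replicate 2 of these groups. Without control EE replicate 2 its camera adjusted p was 0.0804. In all, 8 probe sets had an interaction above 0 and 118 one below 0, 126 together, and 1913 passed the unadjusted threshold. The 126 became 60 and 66 without control EE replicate 1 and 2, 44 without either dTip60E431Q ISO array, 45 with this pair averaged as 1 sample and 638 without control ISO replicate 2. The 1913 became 3554 without control ISO replicate 2 and 1269 without dTip60E431Q ISO replicate 2, and with probe sets of low signal left out the counts were 46 and 925. From the response of control flies, the smaller number of genes it found in Tip60 HAT mutant flies and the GO groups of the impaired genes, the paper proposes that Tip60 HAT action has a role in the transcriptional response to EE.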

Our findings showed that EE induced beneficial MB structural and synaptic changes are compromised under APP neurodegenerative conditions and rescued by Tip60. As transcriptional regulation is a key mechanism by which HATs exert their action, we asked whether an EE neuroadaptative transcriptional response is compromised under APP neurodegenerative conditions and whether this impairment is relieved by increasing Tip60 HAT levels. To address this question, we selected six cognition associated EE responsive genes (Table 1) from our microarray analysis that did not display overall misregulation upon Tip60 HAT loss, but did display impairment in a transcriptional EE response when compared to their control w^1118^ counterparts. 

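The 6 genes of Table 1 were chosen by the paper from these arrays, for a response to EE in control and an impaired one in dTip60E431Q, so neither their direction under EE in control nor their interaction of genotype and housing is independent evidence. Obp99a was the 1 that passed the test in control, and its response had the opposite sign in dTip60E431Q, where it fell by 3.79 on the log2 scale (SE 0.27, adjusted p = 0.00148 from limma, n = 2 arrays per group). Under ISO, Obp99a was higher in dTip60E431Q than in control by 2.91 (SE 0.27, adjusted p = 0.0043). fru, which encodes the transcription factors of male courtship, stood at 0.53 under EE in control (SE 0.14, adjusted p = 0.566) and at -0.41 in dTip60E431Q, and all 7 of its probe sets lay above 0 in control. mbm, a gene of MB development, stood at 0.29 (SE 0.12, adjusted p = 0.839) in control and at 0.15 in dTip60E431Q. The regulatory subunit gene Pka-R1 stood at 0.23 (SE 0.11, adjusted p = 0.839) in control and at 0.14 in dTip60E431Q, and its second probe set at -0.07 in control. jing, a zinc finger gene, stood at 0.14 (SE 0.20) in control, with values from -0.05 to 0.33 as single arrays were left out, and at -0.22 in dTip60E431Q, and the eye colour gene p stood at 0.20 (SE 0.11) in control and at -0.17 in dTip60E431Q. All 6 genes lay above 0 under EE in control, 1 of them passed the test, 2 did when adjusted over the list alone (Obp99a and fru), and the median was 0.26. The interaction of genotype and housing passed the test for Obp99a, and fru stood at -0.94 (adjusted p = 0.137), p at -0.37, jing at -0.35, mbm at -0.13 and Pka-R1 at -0.09. The median interaction was -0.36. Between the genotypes under ISO, fru was higher in dTip60E431Q by 0.73 at an unadjusted p of 0.00117 from limma (adjusted p = 0.0915). The call of Obp99a under EE in control was lost when the 2 dTip60E431Q ISO arrays were averaged as 1 sample or left out singly (adjusted p = 0.189 each), and without control EE replicate 1 (adjusted p = 0.323), control EE replicate 2 (adjusted p = 0.192) or control ISO replicate 1 (adjusted p = 0.08). It was also lost after cyclic loess (adjusted p = 0.072), after a repeated quantile normalization (adjusted p = 0.0513) and with only the arrays of the groups compared (adjusted p = 0.117).

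**Figure D3:**
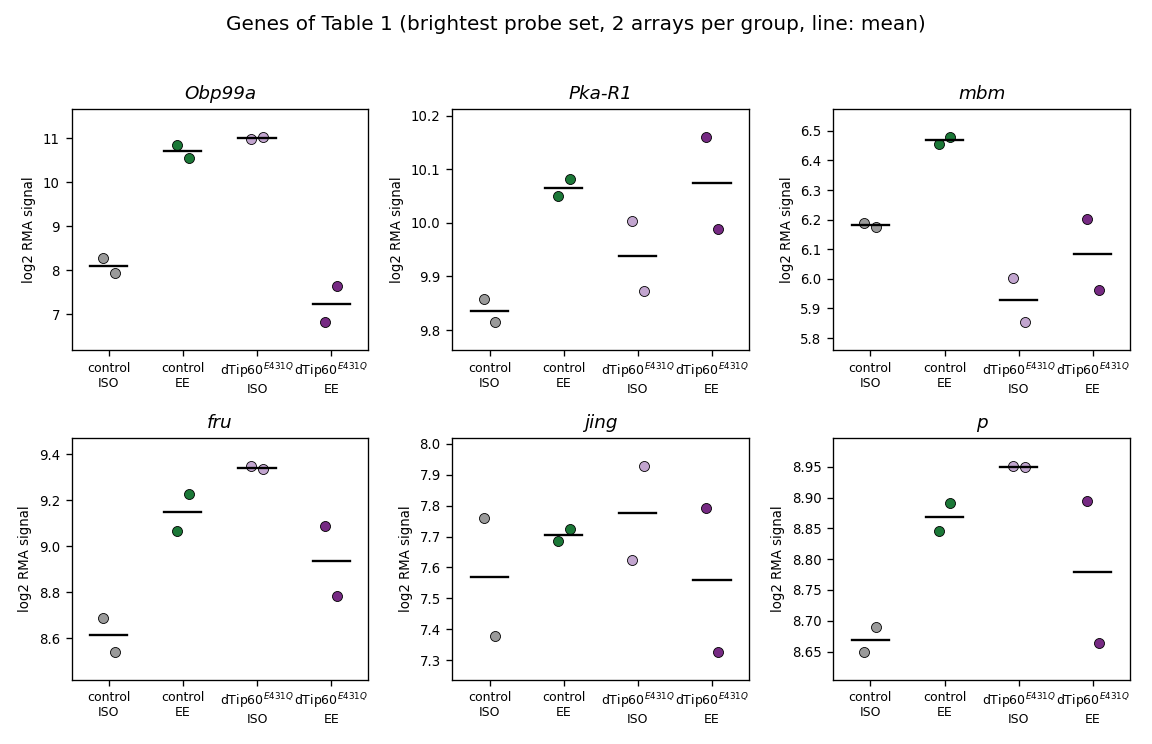
Log2 RMA signal (vertical axes) of Obp99a, Pka-R1, mbm, fru, jing and p in control ISO, control EE, dTip60E431Q ISO and dTip60E431Q EE, with a point for each of the 2 arrays of a group and a line at their mean. Obp99a has means of 8.11, 10.71, 11.02 and 7.23 in these groups, and the other genes differ between them by less than 1.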

The genes we selected are as follows: Pka-R1 (cAMP-dependent protein kinase R1) is a direct Tip60 gene targets selected from our published ChIP-seq analysis[10] and its absence leads to olfactory learning defect that are observed in adult fly [55]. Mbm (mushroom body miniature) is essential in supporting the maintenance of MB Kenyon cell fibers in the larval stage and metamorphosis. Its loss leads to MB structural and cognitive function deficits[56] [57]. Fruitless (fru) mutant flies exhibit defects in axonal projections [58]. Jing, a zinc finger transcription factor, is involved in regulating neuronal and glial differentiation and survival in the developing brain [59]. Obp99a (Ordorant-binding protein 99a) is essential for olfactory perception of stimulus[60] and response to pheromone[61]. P (Pink) deficiency impairs synaptic function by blocking synaptic vesicle mobility during rapid neurotic stimulation[62]. We then carried out quantitative RT-PCR (qPCR) to assess their gene expression levels in EE versus ISO conditioned MB from control w^1118^, APP and APP;Tip60^WT^ fly genotypes. These qPCR results validated microarray results (Fig 3A) by demonstrating that the selected genes are upregulated in response to EE, and this EE response is compromised under APP neurodegenerative conditions in four out of the six genes tested and restored by Tip60 (Fig 3F). Taken together, these findings suggest that in adult fly MB neurons, a subset of genes undergo a beneficial neuroadaptive transcriptional response to EE and that Tip60 HAT activity plays a role in this process. Additionally, we show that this EE response is impaired under APP neurodegenerative conditions and rescued by Tip60, further implicating Tip60 HAT action in the EE response.

**Table 1:** Tip60 HAT activity is required to mediate EE induced neuroadaptive benefits.

Gene Symbol	Gene Name	Inferred Function
**Obp99a**	**Ordorant-binding protein 99a**	**Olfactory perception of stimulus and response to pheromone**
**Pka-R1**	**cAMP-dependent protein kinase R1**	**Olfactory learning**
**mbm**	**mushroom body miniature**	**Maintenance of MB Kenyon cell fibers in the larval stage and metamorphosis**
**fru**	**fruitless**	**Axonal projection**
**jing**	**jing**	**Neuronal and glial differentiation and survival in the developing brain**
**P**	**pink**	**Synaptic function by blocking synaptic vesicle mobility during rapid neurotic stimulation**

List of selected cognitive linked genes and their functions that are identified in Microarray analysis and validated in adult head tissue using quantitative RT-PCR.

### EE neuroadaptative transcriptional benefits in cognition associated gene expression involves Tip60 mediated histone acetylation induction at both promoter and gene-coding regions

EE mediated beneficial neuroadaptative changes have been shown to correlate with an induction of specific histone acetylation marks within the hippocampus and cortex regions of the mouse brain [41, 63, 64]. Our findings that increasing Tip60 HAT levels in the MB enhances EE neuroadaptative transcriptional benefits of cognition associated genes under APP neurodegenerative conditions prompted us to ask whether such expression changes are accompanied by histone acetylation induction. To test this, we crossed flies carrying a UAS-mCD8-GFP marker in conjunction with MB specific OK107-GAL4 driver to either control w^1118^, APP or Tip60^WT^;APP flies and assessed bulk levels of specific histone acetylation marks using western blotting of protein homogenates from EE or ISO conditioned adult whole fly brains for each genotype. We chose to measure the levels of histone H3 proteins acetylated at sites K9 and K14, and H4 proteins acetylated at sites K5, K12 and K16 as they are each associated with promoting cognition associated gene expression. Previously, H3K9, K14 and H4K5, K12 have been shown to be responsive to EE in the mouse brain [41]. Our results showed that control w^1118^ fly brains display a significant increase in H3K14ac, H4K5ac, H4K12ac and H4K16ac under EE conditions in comparison to ISO conditions. In direct contrast, APP flies only displayed a significant increase in H3K14ac in response to EE. We further found that increased Tip60 HAT levels under APP neurodegenerative conditions reinstates an EE induced induction response for histone acetylation marks H4K5ac and H4K12ac. Taken together, our results indicate that induction of H4K5 and H4K12 acetylation levels in response to EE requires Tip60 HAT action in APP neurodegenerative flies.

Regulation of acetylation levels on specific histone lysine residues at distinct gene loci is a key mechanism by which Tip60 exerts epigenetic control over transcriptional activity. Thus, we asked whether the Tip60 mediated EE increase in bulk histone acetylation we observed (Fig 4A) affects the acetylation status of the promoter and gene-coding regions at some of the EE responsive genes we identified in the MB. We further asked whether this response is compromised under APP neurodegenerative conditions and restored by an increase of Tip60 HAT levels. To address these questions, we performed chromatin immunoprecipitation (ChIP-qPCR) on chromatin isolated from adult fly heads from control w^1118^, APP and APP;Tip60^WT^ fly genotypes to assess acetylation levels. We chose EE responsive histone H4K5 and H4K12 marks at select EE responsive genes (Jing, fru, P, Pka-R1; Fig 3F) we identified by MB FACs/microarray analysis. To understand how acetylation regulates activity-dependent gene transcription, we chose two different loci to assess acetylation levels at these gene targets. For the gene-coding region, we chose a site 1kb downstream of the transcriptional start site (TSS), which marks the beginning of the transcriptional initiation. To identify a potential Tip60 binding site at the promoter region, we focused on a genomic site 1kb up-stream of the TSS (S2A Fig). As Tip60 is thought to be recruited to gene promoters *via* promoter bound transcription factors (TFs), we focused on first identifying TF binding consensus sequences among our activity-dependent gene targets using bioinformatics tool MEME-ChIP. Within this region, we found a specific consensus site for the TF br (broad), known to play an important role in dendritic morphogenesis and CNS development in fly nervous system[65]. Therefore, we chose this specific region to assess promoter acetylation enrichment (S2A and S2B Fig). In control w^1118^ flies, we found enrichment for H4k5ac and H4K12ac at both the promoter and gene-coding regions for each of the selected EE responsive cognition associated genes, supporting a role of H4K5ac and H4K12ac in their transcriptional activation (Fig 5). Further, consistent with our prior transcriptional analysis of these genes (Fig 3F), we observed a significant reduction of histone acetylation at H4K5 and H4K12 marks under APP neurodegenerative conditions in APP flies that was restored by increasing Tip60 HAT levels. Of note, when comparing acetylation enrichment levels between gene-coding and promoter regions, we observed that enrichment levels at the promoter sites were significantly lower than at the gene-coding region, suggesting different acetylation based mechanisms of action at these discrete promoter versus gene-coding regions.

**Fig 4:**
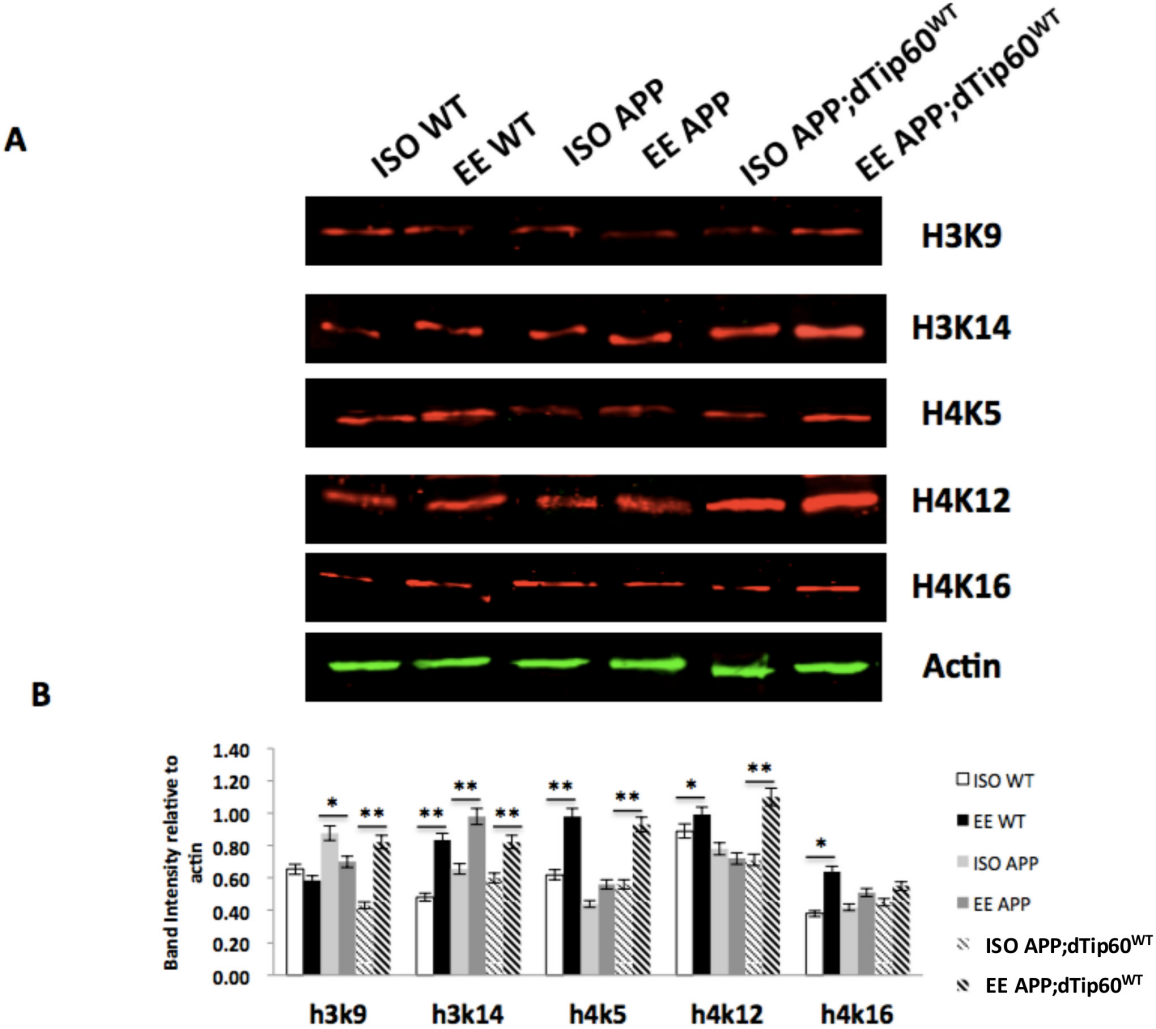
Restoration of H4K5 and H4K12 acetylation levels in response to EE requires Tip60 HAT action in APP flies. The indicated transgene was expressed in the fly MB using GFP;;OK107-Gal4 driver. Expression of human APP in MB results no significant acetylation change in response to EE, while increased Tip60 HAT activity restores such response in acetylation of H4K5 and H4K12. (A) Representative immunoblot showing histone acetylation in WT, APP and APP;dTip60^WT^ flies under ISO and EE conditions. (B) Quantification of (A). Independent (unpaired) Student t-test was used to determine statistical significance between EE versus ISO conditions within the same genotype for each histone acetyl marks. Each blot was repeated at least three times. Each histone sample was extracted from fly heads. Proteins were extracted from at least two independent pooled tissue samples (30 heads for each extract). Each sample was run at least three times for statistic analysis. ** P < 0.01, *P < 0.05. Error bars indicate SEM.

**Fig 5:**
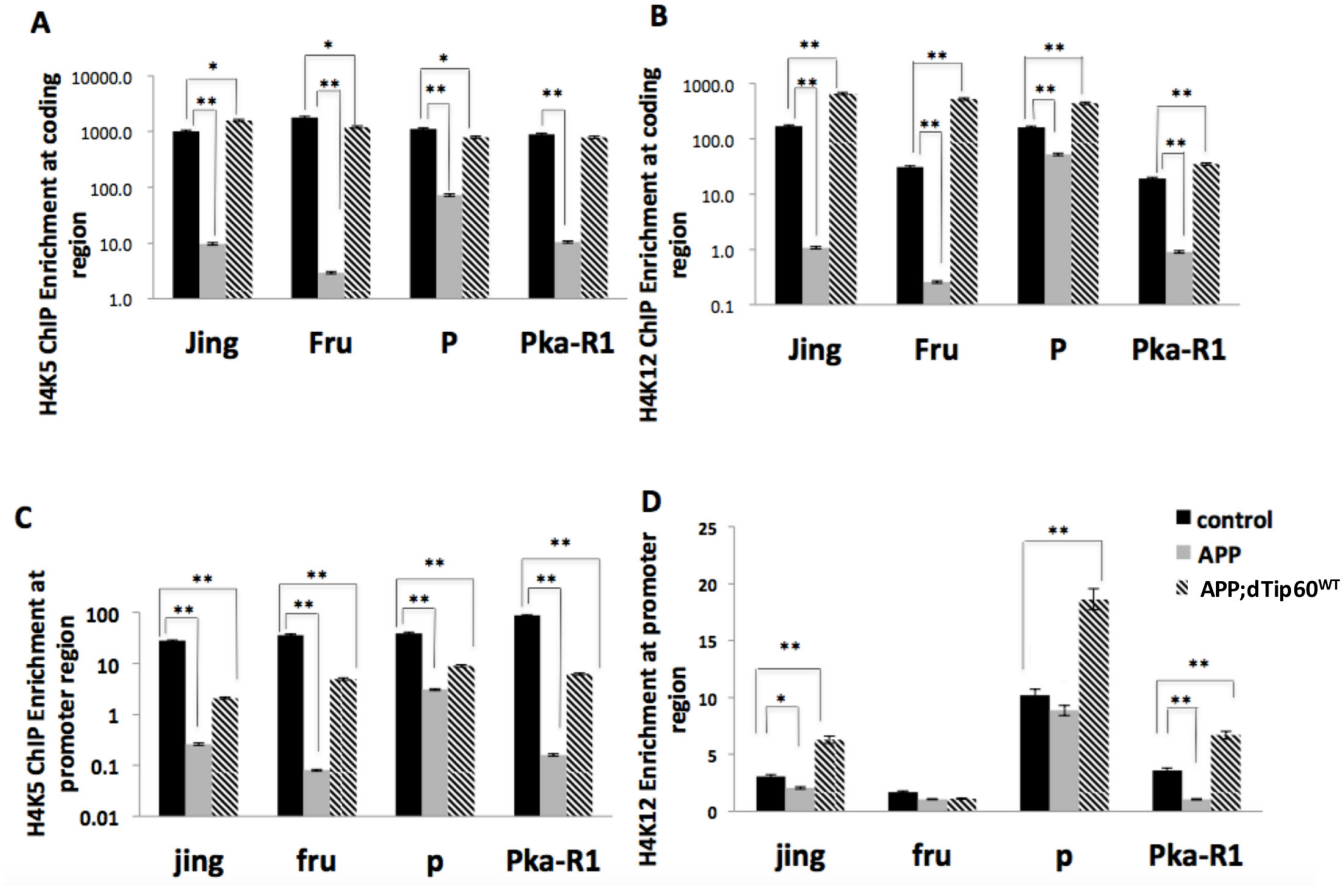
Tip60 HAT activity restores reduced histone acetylation at both promoter and gene coding regions of EE responsive genes under APP neurodegenerative conditions. H4K5ac (A) and H4K12ac (B) enrichment at gene coding region of selected EE responsive genes. H4K5ac (C) and H4K12ac (D) enrichment at the promoter region of same EE responsive genes. Enhanced acetylation levels were observed in wild-type flies, while such EE induced response was reduced in APP flies, and restored with excess Tip60. Excess Tip60 increased EE-induced H4K5 and H4K12 acetylation at both promoter and gene coding regions of selected EE responsive genes (A)H4K5ac ChIP of coding region. (B)H4K12ac ChIP of coding region. (C)H4K5ac ChIP of selected promoter region. (D)H4K12ac ChIP of selected promoter region. Newly eclosed adult fly progeny were exposed to a group of 30 flies (1:1 sex ratio) to generate EE conditions as previously described. Fold enrichment was compared among control, APP and APP;dTip60^WT^ flies as follows: one-way ANOVA analysis was used to determine the probability that there were differences between the variants. In the cases that ANOVA indicated that there was a significant difference between variants (p<0.05), we performed post hoc pair-wise comparisons using the Bonferroni correction to determine the significance between each genotype. ** P < 0.01, *P < 0.05. Fly heads (n >1000) were collected for ChIP experiments. Error bars indicate SEM.

Given our finding that histone acetylation enrichment at EE responsive genes was significantly reduced under APP neurodegenerative conditions and restored by Tip60, we speculated that the acetylation reduction we observed in APP flies was caused by impairment of recruitment of Tip60 to both promoter and gene-coding regions. To test this, we again carried out ChIP, this time to assess Tip60 enrichment at the EE responsive gene-coding and promoter regions using chromatin isolated from adult fly heads of control w^1118^, APP and APP;Tip60^WT^ genotypes. Similar to the histone acetylation enrichment pattern we observed in these genotypes (Fig 5A–5D), we found that with the exception of gene Pka-R1, levels of Tip60 were enriched in control w^1118^ flies, significantly reduced in APP flies, and restored in APP;dTip60^WT^ flies under EE conditions. Interestingly, enrichment levels for Tip60 were significantly higher within the gene-coding region when compared with the promoter region (Fig 6A), similar to what we observed for histone acetylation enrichment at H4K5 and H4K12 (Fig 5A and 5B). These findings suggest that Tip60 mediates histone H4K5 and H4K12 acetylation at both the promoter and within the gene-coding region under EE conditions to regulate activity-dependent gene expression and that mechanisms underlying this mode of transcriptional control might differ between these two sites.

**Fig 6:**
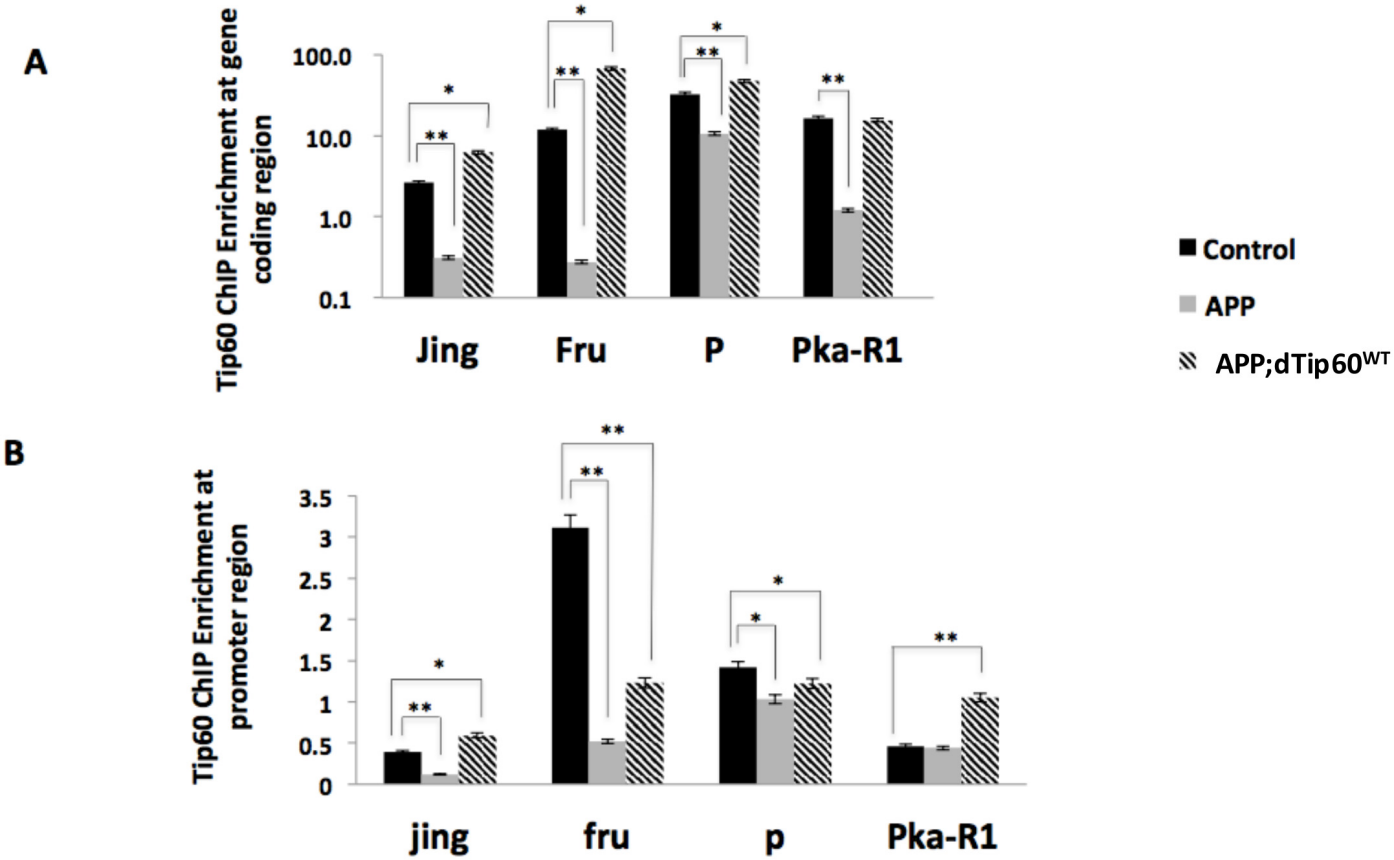
Tip60 restores reduced histone acetylation levels under EE conditions by directly binding at both promoter and gene coding regions of cognition gene loci under APP induced neurodegenerative conditions. Tip60 displays similar enrichment pattern as histone acetylation on wild-type, APP flies and APP;Tip60 fly. (A)Tip60 ChIP at coding region. (B)Tip60 ChIP at selected promoter region. Newly enclosed adult fly progeny were exposed to a group of 30 flies (1:1 sex ratio) to generate EE conditions as previously described. Fold enrichment was compared among control, APP and APP;dTip60^WT^ flies as follows: one-way ANOVA analysis was used to determine the probability that there were differences between the variants. In the cases that ANOVA indicated that there was a significant difference between variants (p<0.05), post hoc pair-wise comparisons were then performed using the Bonferroni correction, to test the significance between genotypes. ** P < 0.01, *P < 0.05. Fly heads (n >1000) were collected for ChIP experiments. Error bars indicate SEM.

### Extracellular stimulation of rat hippocampal neurons induces nuclear import of Tip60

We next sought to investigate a potential mechanism for how Tip60 carries out its transcriptional role in the nucleus in response to external stimuli. Studies have shown that neural activity modulates chromatin acetylation by influencing certain HDACs to shuttle in and out of the nucleus[66, 67]. We previously reported that Tip60 displays a nuclear-cytoplasmic distribution in fly neural circuits such as the MB [10] and neural muscular junction (NMJ) [8]. Consistent with our findings, Tip60 also contains both a nuclear localization signal (NLS) and nuclear export signal (NES)[18]. Thus, we asked whether Tip60 has nuclear-cytoplasmic shuttling capabilities, and whether neuronal activity would modulate such Tip60 cellular distribution. To address this question, we chose to utilize primary rat hippocampal neurons as these neurons are substantially larger than the fly MB Kenyon cells, thus enabling us to carry out higher resolution analysis on Tip60 cellular distribution in response to external stimulus. Further, we wished to confirm that the Tip60 nuclear/cytoplasmic cellular distribution pattern we observed in fly neural circuits is conserved in the mammalian brain. To address these questions, we first used immunohistochemistry staining with antibodies against Tip60, cytoplasmic marker MAP2 and nuclear neuronal marker DAPI to visualize Tip60 distribution in hippocampal neurons of day *in vitro* (DIV) 6 (Fig 7A–7C). Our data revealed a nuclear and cytoplasmic distribution pattern for Tip60 in primary rat hippocampal neurons (S3 Fig), similar to what we observe in the fly neuronal circuits[8].

**Fig 7:**
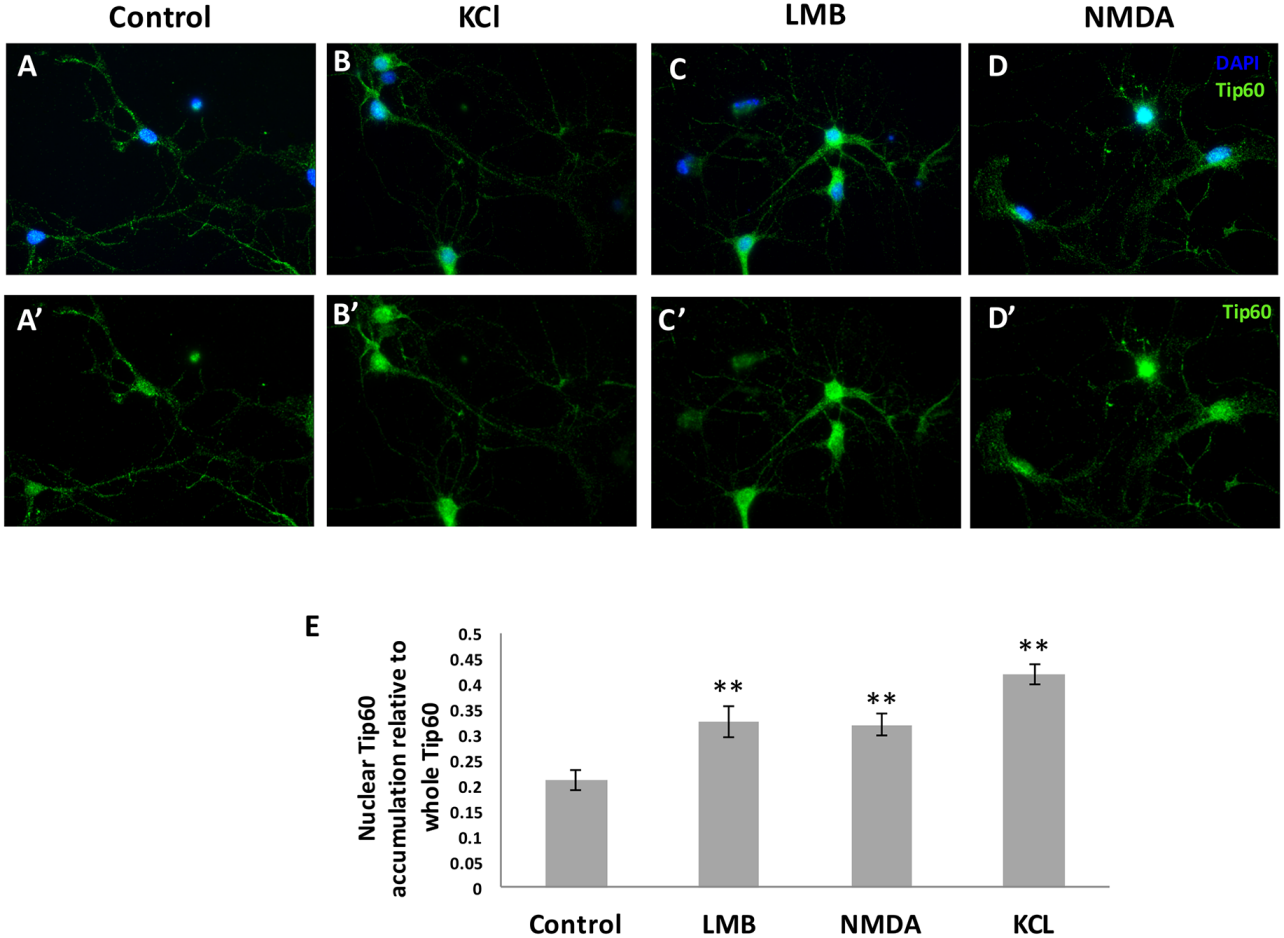
Extracellular stimulation of hippocampal neurons induces Tip60 nuclear import. (A, A’) Tip60 distribution in nucleus and cytoplasm under resting conditions. (B-D; B’-D’) Rat Hippocampal neurons (DIV6) treated with depolarizing agent NMDA immunostained with Abs to Tip60, Tau(cytoplasm) and DAPI(nucleus). (E)Quantification of fluorescent signal intensity for nuclear Tip60 in neurons treated with Leptomycin B(LMB) that blocks nuclear export, or depolarizing agents NMDA or KCl. Neurons (n = 50) were analyzed per treatment. Data represents the mean of 50 replicates. One-way ANOVA was used to determine statistical significance between control and each of treatment conditions. ** P < 0.01, *P < 0.05. Error bars indicate SEM.

We next asked whether Tip60 shuttles between the nucleus and cytoplasm. To address this question, we tested whether blocking nuclear export of proteins by leptomycin B (LMB) in primary rat hippocampal neurons results in an increase in Tip60 nuclear accumulation. LMB blocks chromosome region maintenance 1 (CRM1) that mediates nuclear export. Our results demonstrate that Tip60 is retained in the nucleus upon exposure to LMB, indicating that Tip60 undergoes continuous shuttling between nuclear-cytoplasmic compartments in the rat hippocampal neuronal cells. To ask whether this shuttling mechanism responds to external stimuli, we stimulated the rat hippocampal DIV6 neurons with either NMDA or KCl for 30 minutes and assessed the cellular distribution of Tip60 using immunohistochemistry staining with antibodies to Tip60 and nuclear marker DAPI (Fig 7A–7C, 7A’–7C’). We selected NMDA because it is a well-characterized glutamate receptor agonist involved in learning and memory function[68] and *Drosophila* has NMDA receptor homologs (dNR1,dNR2,dNR3) that have been implicated in MB function in learning and memory [69]. We also chose to use KCl as its depolarization triggers presynaptic release of glutamate and subsequently activates postsynaptic glutamate receptors[70] involved in learning and memory. After a thirty-minute treatment, neurons were fixed and subjected to immunochemistry staining (Fig 7A–7D and 7A’–7D’). Quantification on Tip60 distribution revealed a significantly stronger Tip60 signal in the nucleus (Fig 7E), suggesting activation of NMDARs induced Tip60 shuttling into the nucleus. Together, our findings suggest that Tip60 responds to extracellular cues *via* its nuclear import to mediate nuclear epigenetic control of activity-dependent cognition associated gene expression profiles.

## Discussion

In the present study, we investigate whether EE mediates neuroadaptative benefits by promoting Tip60 HAT action in cognition linked gene control. Using a well-established social EE paradigm in *Drosophila* we show that EE conditions induce significant beneficial structural changes that include axonal outgrowth in the mushroom body (MB) of control w^1118^ flies when compared to their genetically identical siblings housed in isolated (ISO) conditions. Further, we find that loss or gain of Tip60 HAT levels specifically in the MB results in a loss of this beneficial EE mediated MB axonal outgrowth response, indicating that appropriate levels of Tip60 are required for EE neuroadaptative structural MB benefits. Consistent with our findings, elegant work has shown that CBP HAT deficient mice are also impaired in responding to positive EE effects that include enhancement of hippocampal neurogenesis, synaptic transmission and promoting histone acetylation dependent transcription of CBP target genes required for these processes, supporting a critical role for CBP as a mediator of EE-induced benefits[32]. Thus, our findings add Tip60 to the small repertoire of cognition linked specific HATs shown to respond to external cues.

Increasing compelling evidence supports the premise that the severity of AD pathology can be influenced by a complex interplay between genetic and environmental risk factors that can either slow or exacerbate AD progression. Accordingly, EE conditions comprising positive social reinforcements are beneficial for reinstating long-term cognitive ability in neuropathological conditions such as AD even after significant brain impairment, including atrophy, has occurred[20–23, 32]. For example, Dong et al show that EE conditions restore long-term learning and memory function in a mouse model for neurodegeneration that has undergone synaptic and neuronal loss by promoting hippocampal neurogenesis, dendrite sprouting and synaptic connections [22, 32]. In direct contrast, stressful isolation conditions exacerbated neurodegenerative pathology [71]. Here we show that while positive EE conditions do not significantly alleviate APP induced MB morphological defects in the fly, EE conditions do induce positive changes that include an induction of synaptic vesicle protein markers CSP and SYX in the fly brain. Of note, Jankowsky et al showed that EE mitigates cognitive deficits in two types of AD mouse models using a complex social EE paradigm involving social interaction in combination with novel objects, nesting materials and exercise wheels. Interestingly, the AD mouse model overproducing amyloid–β used in this study exhibited less significant EE induced neuroadaptative benefits when compared to an APP Swedish mutation AD mouse model. These data, in conjunction with our findings here, indicate that different EE paradigms and AD models in varying species can elicit varied but still beneficial positive effects. Interestingly, we show that both loss and gain of Tip60 HAT levels in the fly MB result in a reduction of MB outgrowth and lack of response to EE in 5 day old flies, suggesting that appropriate levels of Tip60 HAT activity are required for general MB morphology as well as EE mediated neuroadaptative morphological benefits. Of note, the reduction in MB outgrowth in response to excess Tip60 is in contrast to our previous studies demonstrating that in 2–3 day old adult flies excess Tip60 leads to no observable detrimental effect on MB morphology [2, 5–7, 10]. We speculate that this difference is likely due to the older adult flies used here as well as the distinct EE and ISO housing conditions utilized in the present study versus the standard housing conditions we used in our previous study in which hundreds of flies are housed together in large bottles. Remarkably, we found that increasing Tip60 HAT levels specifically in the MB, fully restored a beneficial EE response under APP neurodegenerative conditions in terms of enhancing axonal outgrowth and restoring induction of DLG and BRP synaptic markers. Based on our findings, we speculate that Tip60 serves as a positive mediator in translating external EE conditions into positive hard wiring changes in the brain and that this function is compromised under APP neurodegenerative conditions.

During development and in adult animals, neurons in the brain respond to changes in environment in large part *via* changes in gene expression. One of the most critical experience-driven behavioral change is learning and memory formation, as it directly impacts cognitive ability [20, 72–74] and numerous studies support a critical role for the transcription of DNA in the memory formation process[75]. Indeed, mice raised under EE conditions show changes in the expression of genes in the brain involved in formation of new synapses, strengthening of existing synapses, neurotransmission as well as cytoskeletal changes involved in promoting neurogenesis[76]. Specific HATs play a key role in epigenetic regulation of gene expression profiles essential for maintaining neuronal health and mediating higher order brain functions[3, 4, 66, 77–79]. These studies support the premise that HATs may also play a role in mediating EE transcriptional control in learning and memory. Although the full repertoire of cognition-linked HATs that respond to external cues remains largely unknown, elegant work by Kim et al [80] support a critical role for CBP as a mediator of EE-induced neurotranscriptional benefits. These studies reveal that CBP utilizes distinct activity-dependent receptors and Ca2+ signaling pathways to link its action in triggering plasticity associated gene transcription profiles in response to external cues[81]. Accordingly, our bioinformatics analysis of microarray data from FACs sorted MB Kenyon cells in EE vs. ISO conditioned wild-type control flies revealed significant differential expression for 220 genes, indicative of a neuroadaptative transcriptional response to EE. Functional analysis revealed the top 5 enriched gene ontology (GO) groups that the EE responsive genes clustered to included processes known to be responsive to external stimuli such as circadian rhythm, neuron development and L&M, lending credibility to our analysis. In direct contrast, only 43 EE responsive genes revealed differential expression in Tip60 HAT mutant MB, indicative of impairment of the neuroadaptative response as a result of Tip60 HAT loss (Fig 3D). GO analysis of genes that are not misregulated in response to Tip60 HAT loss, but are impaired in an EE response reveal that this subset of genes is enriched in processes known to be responsive to external stimuli that include olfactory learning and memory, sensory perception and signaling (Fig 3E). Based on these findings, we speculate that Tip60 HAT action plays a role in mediating a beneficial activity dependent transcriptional neuroadaptive response to EE to promote beneficial MB morphological changes and function. 

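In Kenyon neuron samples under ISO, the largest differences between dTip60E431Q and control go both ways. Tip60 was 2.63-fold higher (SE 0.15 on the log2 scale, adjusted p = 0.00974 from limma, n = 2 arrays per group). Jon99Fi rose by 7.66 (SE 0.65, adjusted p = 0.00318), Jon25Biii by 5.36 (SE 0.15, adjusted p = 2.34e-05) and the gut lipase gene mag by 5.66 (SE 0.29, adjusted p = 2.22e-04). CG3088 fell by 6.84 (SE 0.92, adjusted p = 0.0268) and CG8343 fell by 6.51 (SE 0.71, adjusted p = 0.00996). The lower signals in these differences are not shown to lie above background, so their sizes are uncertain. The cuticle gene Cpr11B fell by 3.32 (SE 0.34, adjusted p = 0.00721), the odorant-binding protein gene Obp56e by 3.01 (SE 0.40, adjusted p = 0.0266) and the immune peptide gene Listericin by 2.47 (SE 0.33, adjusted p = 0.026). None of 33 measured genes of neuron development passed the test, also when adjusted over the list alone, and the median was -0.07 (camera adjusted p = 0.0275, adjusted p = 0.736 with an estimated correlation). It turned to 0.01 without control ISO replicate 1, was -0.20 without replicate 2 and had a camera adjusted p of 0.119 without dTip60E431Q ISO replicate 2. In that list chic stood at -0.27 (SE 0.10, adjusted p = 0.317) and Dscam2 at -0.38 (SE 0.20, adjusted p = 0.483). None of 24 measured genes of MB development passed the test, 1 was higher when adjusted over the list alone (fru), 19 lay below 0 and the median was -0.16 (camera adjusted p = 0.00863, adjusted p = 0.736 with an estimated correlation). Without control ISO replicate 1 and 2 the MB development median was -0.05 (camera adjusted p = 0.269) and -0.26, and without dTip60E431Q ISO replicate 2 it was -0.10. Syp, an RNA-binding protein that times neuronal fate, stood at -0.35 (SE 0.11, adjusted p = 0.226) and myo, a TGF-beta ligand of MB remodelling, at -0.31 (SE 0.12, adjusted p = 0.348). None of 14 Kenyon cell markers passed the test, also when adjusted over the list alone, with a median of -0.15 (camera adjusted p = 0.00677, adjusted p = 0.736 with an estimated correlation), and the neuropeptide gene sNPF at -0.33 (SE 0.13, adjusted p = 0.341). Without control ISO replicate 1 and 2 the Kenyon cell median was -0.04 (camera adjusted p = 0.266) and -0.30. Of 16 photoreceptor markers, ninaD, a scavenger receptor for carotenoids, rose by 0.98 (SE 0.15, adjusted p = 0.0462), also when adjusted over the list alone, and all 16 lay above 0, with a median of 0.84 (camera adjusted p = 1.53e-04, adjusted p = 0.7 with an estimated correlation), or 0.43 without control ISO replicate 1. None of 18 glia markers passed the test, 1 was higher when adjusted over the list alone (Mdr65, a transporter of the blood-brain barrier, at 0.53, SE 0.12, adjusted p = 0.127), and the median was 0.14 (camera adjusted p = 0.0275, adjusted p = 0.515 with an estimated correlation). For the glia list camera gave an adjusted p of 0.0519 and 0.0803 without control ISO replicate 1 and 2, where the median was 0.17 and 0.08, and 0.0757 without dTip60E431Q ISO replicate 1. Of 13 Jonah genes 8 rose, 13 were higher when adjusted over the list alone, and the list had a camera adjusted p of 5.6e-19 (adjusted p = 0.232 with an estimated correlation). Of 15 fat body markers 2 rose, 11 were higher when adjusted over the list alone, and the median was 1.37 (camera adjusted p = 2.13e-09, adjusted p = 0.515 with an estimated correlation). In all, 116 probe sets rose and 34 fell, 150 together, and 1904 passed the unadjusted threshold, 984 higher and 920 lower. The 150 calls became 49 and 51 without dTip60E431Q ISO replicate 1 and 2, 48 with this pair averaged as 1 sample (neither Tip60 nor Jon99Fi is among the 48) and 952 without control ISO replicate 2, and the 1904 became 1233 without dTip60E431Q ISO replicate 2 and 3754 without control ISO replicate 2. With probe sets of low signal left out, 57 calls were made, and 914 at the unadjusted threshold.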

Of note, our microarray analysis also reveals a fraction of genes that are misregulated in the Tip60 HAT mutant MB that function in general neural development. Moreover, while we observe no defects in third instar larval MB in response to loss or gain of Tip60, we do observe axonal outgrowth defects in the Tip60 HAT mutant adult MB. Therefore, we do not rule out the possibility that loss of Tip60 also causes transcriptional defects in genes required for general adult MB development, thereby contributing to the compromising MB response to EE we observe.

Dynamic epigenetic regulation of activity-dependent neuronal gene expression profiles is emerging as a fundamental mechanism by which neurons adapt and fine-tune their transcriptional responses to environmental cues to promote sustained neural plasticity and higher order brain function[3, 21, 66, 77]. In support of this concept, Fischer et al demonstrated that EE conditions trigger hippocampal induction of histone acetylation specifically at marks H3 (K9, K14) and H4 (K5, K8, K12) [22]. Our analysis of EE impacted histone acetylation marks in the fly MB show remarkable similarity to these mouse studies in that control w^1118^ fly brains display a significant increase in H3K14ac, H4K5ac, H4K12ac under EE condition, suggesting that the EE induced histone acetylation induction response is tightly conserved in both flies and mouse. Of note, we also observed a significant induction in H4K16ac in response to EE in the fly MB that was not shown in mice, suggesting that different EE paradigms and species can elicit varied but still beneficial positive effects. Consistent with numerous studies showing decreased histone acetylation levels in the brain a variety of mouse AD models [82, 83] and in the temporal lobes of human patients with AD [84, 85], here we show that the EE histone acetylation induction response was dampened in APP neurodegenerative fly brains. Remarkably, increasing Tip60 HAT levels in the APP neurodegenerative MB brain restored an EE induction response for histone H4K5ac and H4K12ac marks. These results suggest that Tip60 HAT action is important in the EE histone acetylation induction response and that histone H4K5ac and H4K12ac are putative EE mediated Tip60 HAT targets. Further, ChIP analysis of 4 cognition linked genes impaired in EE response in the Tip60 HAT mutant MB revealed enrichment for Tip60 and histone acetylation at these putative Tip60 histone lysine targets. Notably, we found that enrichment levels for Tip60 and histone acetylation at marks H4K5 and H4K12 were significantly higher within the gene-coding region when compared with the promoter region. Our findings are not unprecedented as Fischer et al[22]showed in mouse brain that acetylation at mark H4K12 is selectively associated with the coding regions of genes normally transcriptionally activated during the learning processes [20, 22, 32] and was not observed for other genomic regions including the transcriptional start site (TSS). Moreover, such H4K12 gene coding region acetylation spread was impaired in the aged mouse brain with concomitant disruption of transcriptional activation. Other groups have also shown gene coding enrichment for certain HATs and their acetylation profiles in various model organisms. For example, Johnsson et al[86] show in yeast that the HAT Gcn5 is predominantly localized to the coding regions of highly transcripted genes to modulate H3K14ac levels and transcriptional elongation in response to environmental conditions such as stress. Moreover, the human Elongator complex that contains the HAT Elp3 was shown to be essential for neuronal function[87] and was found to complex with RNA pol II to facilitate transcription through chromatin in a acetyl-CoA dependent fashion. Based on these data, we speculate that Tip60 functions to mediate activity dependent gene expression by promoting gene coding histone acetylation spread to maintain genes in a state well poised for rapid and robust transcriptional induction in response to changing external cues, and that such Tip60 mechanisms are compromised in the neurodegenerative brain.

An important question to consider is how does Tip60 respond to external environmental stimuli to mediate a transcriptional response in neurons? Neural activity has been shown to modulate chromatin acetylation in hippocampal neurons in part, by controlling shuttling of certain HDACs in and out of the nucleus that influence their activity in gene control[66, 67]. Intriguingly, we observe both cytoplasmic and nuclear localization for Tip60 in activity dependent fly neuronal circuits that include the NMJ synaptic boutons and MB Kenyon cells[8, 10]. Additionally, Tip60 contains a nuclear localization (NLS) and nuclear export (NES) sequence that we predicted might mediate its shuttling between nucleus and cytoplasm[18]. Accordingly, here we are the first to show a cytoplasmic and nuclear distribution pattern for Tip60 in primary rat hippocampal neurons and that treatment of these neurons with depolarization inducing extracellular factors promote uptake of Tip60 into the nucleus (Fig 3C–3E). Based on these findings, we propose a model by which external stimuli that is read as synaptic input induces Tip60 shuttling into the nucleus that in turn, influences the neural epigenetic acetylation landscape and gene activity.

The histone acetylation status of chromatin and concomitant activity dependent gene control in the brain have been shown to become impaired during the lifetime of a neuron via mechanisms involving loss of certain HAT function and a decrease in histone acetylation[88–92]. Accordingly, these changes are tightly linked to a variety of age related neurological disorders[3, 4, 41, 84, 85, 93] that include Parkinson’s, Alzheimer’s [2, 7, 64] and Huntington’s diseases[94]. Moreover, epigenetic misregulation of activity dependent genes is also tightly linked to early developmental neurological disorders such as autism and Rubinstein Taybi syndrome[95]. Cognitive behavioral intervention approaches are gaining credibility as important non-invasive ways to slow the progression of age related neurodegenerative disorders [96, 97] as well as to reverse cognitive deficits in early childhood disorders such as autism[98]. In support of these studies, here we show that EE conditions provides some beneficial changes in the APP neurodegenerative fly brain, and that these positive changes can be significantly enhanced by increasing Tip60 HAT levels. Accordingly, pharmacological treatments aimed at increasing global acetylation levels through the use of non-selective pan-HDAC inhibitors have shown promising effects in reversing cognitive deficits in a variety of neurodegenerative animal models [99] making this a powerful therapeutic strategy [100–103]. However, many currently used HDAC inhibitors (HDACi) lack target specificity[2, 104–109] and act by increasing global acetylation levels in the brain with potential detrimental effects, raising concerns about their applicability. Unlike some HDACs [105, 106], select HATs like Tip60 have non-redundant neural functions that may not only restore general acetylation balance, but also modulate particular gene expression programs that work together to promote neuronal health. Thus, our findings implicate Tip60 as a critical mediator of EE-induced benefits and provide new insights into HAT based drug design that could compliment non-invasive behavioral strategies for early therapeutic intervention of cognitive disorders.

## Materials and Methods

### Fly stocks and maintenance

Flies were reared on standard medium (cornmeal/sugar/ yeast) at 25°C with a 12-hr light/dark (LD) cycle. W^1118^ flies were used as wild-type controls. OK107-GAL4 and UAS- GFP stocks were obtained from the Bloomington Drosophila Stock Center (Indiana University). UAS-CD8::GFP;; OK107-GAL4 stock was gifted by Dr. Steven Robinow from University of Hawaii. The generation and characterization of UAS-dTip60^E431Q^ and UAS-dTip60^WT^ flies are described in Lorbeck et al[1]. Generation and characterization of the double-transgenic UAS-APP;Tip60^WT^ fly lines are described in Pirooznia et al. All of the UAS-dTip60 fly lines described here are contained within a w^1118^ genetic background. Additionally, for all experiments, transgene expression levels for each of the UAS fly lines were assessed as described (Lorbeck et al. 2011; Pirooznia et al. 2012a,b; Johnson et al. 2013) to ensure that the different transgenic lines used for phenotype comparisons show equivalent dTip60E431Q, dTip60WT, and APP expression levels.

### Immunohistochemistry and antibodies

Adult *Drosophila* brains were dissected in PBS, fixed in 4% paraformaldehyde in PBS, washed three times in PBS containing 0.1% Triton X-100, blocked for 1 hr at room temperature (RT) in PBT containing 5% normal goat serum, and incubated with primary antibodies in blocking solution overnight at 4°C. Anti-Tip60 (1:400) was obtained from Abcam, anti-Fasciclin (mAb1D4; 1:10) was obtained from the Developmental Studies Hybridoma Bank (University of Iowa). Anti-GFP (1:100) was obtained from Millipore. Samples were washed three times in PBST at RT, and secondary antibodies (Jackson Immunoresearch) were applied in blocking solution for 2 hr at RT. After washing three times in PBS, samples were mounted in Vectashield (Vector Laboratories).

### Imaging and quantification

Adult brain preparations were imaged using the appropriate secondary antibodies. Anti-GFP and anti-Fasciclin immunostaining were visualized using Alexa-Fluor 488 and Alexa-Fluor 568. Confocal microscopy was performed using an Olympus microscope with fluoview acquisition software (Olympus, Center Valley, PA). Images were displayed as projections of 1-mM serial Z-sections. Consecutive subsets of the Z-stacks were utilized for the final projection. Images were adjusted for brightness and contrast using the ImageJ program to more clearly define MBs. Area of the MB lobes in the different genotypes was measured using National Institutes of Health ImageJ software.

### Quantitative western blotting

All western blots were carried on protein extracts from dissected entire heads. Flies from each housing condition were dissected and homogenized in groups of 30. All antibodies were obtained from the Developmental Studies Hybridoma Bank (University of Iowa): nc82 (a-BRP) 1:1000; 4F3 (a-DLG) 1:2500; 1G12 (a-CSP) 1:1000; 8C3 (a-Syx1A) 1:1000; JLA20 (β-actin) 1:300.

Histones were extracted from 50 fly heads from each genotypes and housing conditions using the EpiQuik^™^ total histone extraction kit (Epigentek Group Inc.) according to the manufacturer's protocol. Equal amounts of protein as quantitated by using a BCA protein assay kit (Thermo Scientific) were loaded onto a 16% SDS PAGE gel (29:1 acrylamide/bisacrylamide). Protein samples were denatured at 95°C for 15 min prior to loading. The fractionated proteins were electro-blotted onto nitrocellulose membrane (Biorad). The membrane was blocked with 3% BSA for 2 h at room temperature and then incubated overnight at 4°C with antibodies (Active motif) that recognizes four acetylated lysine residues (H3K9, H3K14, H4K5, H4K12 and H4K16) of histone H3 and H4. The membrane was washed three times with 0.1% TBST (50 mM Tris-Hcl (pH 7.4), 150 mM NaCl, 0.3% Tween 20) and incubated with secondary antibody for 1 h at room temperature. The membrane was washed three times with 0.1% TBST.

Western detection was done using chemiluminiscence (ECL kit, Thermo Scientific). Signals were quantitated using a Fluorchem imager (Alpha Innotech). To ensure signals were in the linear range, Alpha Ease FC software (Alpha Innotech, San Leandro, CA) was used according to the manufacturer’s instructions to select exposure times such that there was no saturation detected. Western analysis was repeated three separate times with two independent tissue extractions. Western blots and quantifications were performed as previously described[1]. Specifically, ECL signal intensities were quantified using ImageJ and normalized by dividing the within-lane actin signal (used as loading control). Statistical analysis was done fitting the normalized protein/actin ratios using Student's t-test for two-groups comparisons.

### Quantitative RT–PCR and ChIP assays

Total RNA was isolated from adult fly heads using the RNeasy Plus Mini Kit (QIAGEN). Complementary DNA (cDNA) was prepared using the SuperScript II reverse transcriptase kit (Invitrogen) according to the manufacturer’s instructions with 1 mg total RNA and 0.2 mg/ml random hexamer primers (Roche Applied Science). PCRs were performed in a 20ul reaction volume containing cDNA, 1 mM Power SYBR Green PCR Master Mix (Applied Biosystems), and 10 mM of both forward and reverse primers (primer pairs available upon request). PCR was performed using an ABI 7500 Real-Time PCR system (Applied Biosystems) following the manufacturer’s instructions. Fold change in messenger RNA expression was determined by the ΔΔCt method.

Chromatin precipitation assays were performed using truChIP^TM^ Chromatin Shearing Kit from Covaris, following the manufacturer’s instructions. Briefly, chromatin immunoprecipitation (ChIP) was carried out with 50 mg of sheared chromatin using three different antibodies: (i) 1 ug of RNA Pol II antibody (Abcam, Cambridge, MA); (ii) 1 ug of Tip60 antibody (Abcam); and (iii) 1ug H4K5ac and H4K12ac antibodies (Active motif). A mock reaction containing all reagents except the antibody was also set up as a control. The chromatin was immunoprecipitated using the EZ-Magna ChIP^™^ A—Chromatin Immunoprecipitation Kit (Millipore) exactly following the manufacturer’s specifications. The eluted material from the immunoprecipitation was then purified using a QIAquick PCR purification kit (Qiagen) and was directly used for real-time PCR. Primer sets designed by NCBI/ Primer-BLAST (www.ncbi.nlm.nih.gov/tools/primer-blast/). Primers are available upon request.

### Dissociation of Brain Neurons and FACS Analysis

Homozygous females from the Gal4 enhancer trap line OK107 were crossed to homozygous males from the reporter strain GFP, and GFP;dTip60^E431Q^. Approximately 100 male and female brains from the progeny of this cross were dissected and dissociated. The brains were removed from the head capsule with two fine-tip forceps and placed in Schneider’s medium (IM-009-B, Specialty Media) without serum. The medium was carefully removed, with enough left behind to cover the brains. Five hundred microliters of D-PBS without Ca^2+^ and Mg^2+^ (BSS-1006, Specialty Media) was added to gently wash the tissue, and the medium was removed again. This wash was repeated twice. After the last wash, 200 ml D-PBS without Ca^2+^and Mg^2+^ (room temperature) and 200 ml Low Trypsin–High EDTA solution (SM- 2004-C, Specialty Media) were added, and the solution was mixed gently with a micropipette. After 2–3 min, the brains were sucked into the pipette with FluoroPel pipette tips (Ulster Scientific), first just to loosen the tissue and then to dissociate the brains gradually into single cells or small cell clusters. Two hundred microliters of Schneider’s medium with 10% FBS was added, and the cell suspension was then transferred into a 1.5 ml microcentrifuge tube The dish was rinsed twice with 500 ml Schneider’s medium without serum to recover remaining cells. The tube was kept on ice for a few minutes to allow the clearly visible pieces of tissue to settle to the bottom of the tube. The cell suspension was then transferred into a new tube and used for FACS analysis. GFP-positive cells were sorted in a flow cytometer by monitoring.

### Microarray analysis

Total RNA was extracted from the sorted MB neurons and subjected to microarray analysis. RNA samples were hybridized to GeneChips Drosophila Gene 2.0 Arrays according to the manufacturer’s protocol (Affymetrix, Santa Clara, CA). ISO conditions for control flies serve as expression level baseline. The microarray data were then analyzed using R. RMA (Robust Multichip Average) algorithm was used for data normalization. Correlation matrix analysis was also performed using R, validating significant consistency of the microarray data for each of the three genotypes analyzed. 

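Over all 18769 probe sets, the 2 control ISO arrays had a Pearson correlation of 0.982, the 2 control EE arrays one of 0.9902, the 2 dTip60E431Q ISO arrays one of 0.9974 and the 2 dTip60E431Q EE arrays one of 0.9892. The control ISO arrays were the least alike, with 616 probe sets more than 2-fold apart, and the dTip60E431Q ISO arrays the most alike, with 6. In control EE 308 probe sets and in dTip60E431Q EE 335 were more than 2-fold apart. The 24 pairs of arrays from different groups had correlations from 0.9736 to 0.9919, so each pair of a group but that of dTip60E431Q ISO lies within the range of pairs from different groups. Among the group means, control ISO and dTip60E431Q EE were closest, at 0.9956, and control ISO and dTip60E431Q ISO farthest apart, at 0.9838. These correlations run across probe sets, which are not independent replicates. With probe sets of low signal left out, the correlation of the control ISO arrays was 0.9403.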

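The methods' t-test was run on the same log2 values and the same 2 arrays per group. In EE versus ISO of control it called 193 probe sets at an unadjusted p under 0.05 and a fold of at least 1.3, 107 higher and 86 lower, and limma also called 181 of them at that threshold. In EE versus ISO of dTip60E431Q it called 608, 199 higher and 409 lower, of which limma also called 474. Between dTip60E431Q and control it called 371 under EE, 185 higher and 186 lower, and 684 under ISO, 448 higher and 236 lower. Of these limma also called 339 and 640. At a fold of at least 1.1 the methods' t-test called 586 probe sets in control, 314 higher under EE and 272 lower, and 1300 in dTip60E431Q, 546 higher and 754 lower. After Benjamini-Hochberg adjustment it called 0 in each of these comparisons, where limma called 17 and 84 for EE in control and in dTip60E431Q and 34 and 150 between the genotypes under EE and ISO.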

Student T-test function was used to identify genes whose expression differed significantly (p<0.05) and these genes were then filtered to select for those that showed a 1.3-fold or greater change and a 95% confidence bound of fold change. Genes were annotated and biological processes were analyzed using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) (http://www.david.abcc.ncifcrf.gov) [110, 111]. Promoter and gene coding region sequence was extracted from UCSC genome browser. Meme-ChIP was used for transcription factor binding site discovery [112].

### Cell culture

Cultures of rat hippocampal neurons[113] were grown at a cell density of 8000/cm^2^ on coverslips. Hippocampal neurons of DIV 6 were harvested on DIV 6 for imaging. On the day of harvest, the concentrations of reagents used to treat neurons were: 50mM NMDA, 30 mM KCl, 5 ng/ml leptomycin B.

## Supporting Information

S1 Fig Representative confocal images of adult MB. MBs were visualized by mCD8-GFP and stained with axonal marker Fascillin II (Fas II) antibody from 5-day old adult fly expressing indicated transgenes driven by GFP;;OK107-Gal4 under ISO or EE condition. Genotype as indicated.
(TIFF)

S2 Fig Schematic of tested regions on selected genes. (A) Schematic of selected promoter and gene coding region used for ChIP experiments. (B) Consensus sequence illustrated over selected gene targets.
(TIFF)

S3 Fig Representative immunohistochemistry staining on hippocampal neurons. Immnunostaining using Abs against Tip60 and cytoplasmic and nuclear neuronal markers reveals a cytoplasmic and nuclear distribution pattern for Tip60 in neurons, consistent to what we observe in fly neuronal circuits.
(TIFF)

How the deposited data were processed for this re-analysis (not part of the article)

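The data are 8 Affymetrix Drosophila expression arrays of RNA from FACS-sorted, GFP-positive cells, which the paper takes as Kenyon neurons. There are 2 arrays for each of 4 groups: control and dTip60E431Q flies after ISO or EE housing. The authors made the deposited values with RMA in R (background correction, quantile normalization and summary per probe set) and gave them on the log2 scale, from 1.60 to 14.50. The version of RMA is not given in the sources used here. The values were used as deposited, without further scaling, and a log2 difference is a difference of group means.

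Arrays were assigned to groups by their sample labels and the paper's text. Affymetrix control probe sets were left out, and 18769 probe sets were tested. Gene symbols came from the array annotation, updated through the gene ID, which changed 0 symbols. A gene with several probe sets was represented by the one with the highest mean signal, which gave 11982 genes. Genes to name were chosen by a rule set beforehand: per comparison the 10 largest increases and 10 largest decreases among calls with 1 gene symbol (filled by the smallest unadjusted p where fewer passed), the genes the paper names, and up to 4 members of each list described, by unadjusted p. The rule was to name them in that order, and the text departs from it by passing over genes of the CG series without a known function in favour of later genes with one. Fas2 and Syx1A have no probe set of their own and were not tested.

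Tests used R 4.3.3 and limma 3.58.1, with a mean for each group, a spread shared by all 8 arrays (4 residual degrees of freedom, 2.91 prior degrees of freedom) and moderated statistics. The comparisons were EE minus ISO within each genotype, dTip60E431Q minus control within each housing, and the interaction of genotype and housing. In addition, 4 arrays were compared with 4 by genotype and by housing. A call needed a Benjamini-Hochberg adjusted p under 0.05 and a fold of at least 1.3, and counts at an unadjusted p under 0.05 with that fold are given beside. The methods' t-test was run as an alternative, without the 95% confidence bound of the fold that the methods add, since they do not give the bound.

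A set of 32 gene lists and families, fixed beforehand from gene names and from what the genes are known to do, was tested with camera at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over the lists of a comparison. Camera with an estimated correlation and fry were run beside it. Counts of list members past the test are given as adjusted over all probe sets and as adjusted over the list alone. Enrichment among impaired genes used Fisher's exact test. Genes chosen on the control arrays were followed in dTip60E431Q, a comparison that shares no array with the choice.

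The steps were tested on simulated data with the spread of each probe set, the same in all groups and independent between probe sets. With limma, 69% of probe sets changed 2-fold and 99% of those changed 4-fold were called after adjustment, with 10 calls among 18569 unchanged probe sets. At the unadjusted threshold these were 98%, 100% and 522. The interaction was called for 23% of 2-fold and 95% of 4-fold changes, so a 2-fold difference between responses is often missed. The methods' t-test called 81% and 98% without adjustment and 0% after it. When the L&M list was raised, camera called it (adjusted p = 1.82e-41) and 0 other lists. With no change simulated, fry gave an unadjusted p under 0.05 in 6.67% of draws. Members of real lists such as the hemocyte markers are correlated, while the simulated ones were not. Neither the check of camera nor that of fry therefore covers false calls from such correlation.

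Alternatives were cyclic loess, a repeated quantile normalization, only the arrays of the groups compared, array weights, a mean-variance trend with robust moderation, a replicate block, probe sets of low signal left out, 1 probe set per gene, the mean of the probe sets of a gene, a fold of 1.1, and each array left out in turn. Probe sets of low signal, also called dim, are all those with a mean below the median of probe set means (6.46). Counts without them are lower also because fewer probe sets were tested. When an array is left out, the lone array of its group is assumed to vary like the other groups. RT-qPCR, ChIP, imaging and immunoblots of the paper were not analysed here.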

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

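The tests of a direct effect in either housing, of female brains and of exchanged labels, and those with an array left out, were chosen only after the results were seen, and so was the reading of the midgut and fat body tests by quartiles.

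By a test of the difference itself, EE minus ISO differed between the arrays of the 2 genotypes. Exchanged labels or 1 pair of samples that stands apart, both left open below, could also give such an interaction. The interaction of genotype and housing passed the adjusted test in limma for 126 probe sets, among them Lsp2 at -7.45, Obp99a at -6.38 and tim at 2.30. As groups, the Jonah serine proteases had a median interaction of -1.58 and the fat body markers one of -1.40, both below 0 with each array left out (down to -2.59 and -2.41). Outside the genes the paper discusses, the Jonah proteases were higher in dTip60E431Q than in control under ISO, with a median of 3.02.

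The first pattern is the high signal of digestive enzymes in dTip60E431Q ISO. If midgut tissue or its RNA had been in the sorted samples, other midgut genes should rise by at least 1, and if not, their median should be under 0.5. For 28 midgut genes that are not proteases it was 0.41, with quartiles of 0.02 and 1.14 and 8 genes over 1, and it was 0.65 without control ISO replicate 2, so the median lies near the bound while part of the genes moved, and by these values midgut RNA can be neither shown nor excluded. The methods take brains out of the head capsule and sort GFP-positive cells, and the midgut does not lie in the head. A direct effect of dTip60E431Q in either housing would raise the Jonah proteases under EE too. Their median difference between the genotypes there was 0.0018, so such a rise was not seen under EE. The values were known when this test was chosen, so it describes them and excludes nothing. A biological effect of dTip60E431Q that appears only under ISO, and a difference between 1 pair of samples and the others, could each give this pattern, and the 2 arrays of the group do not separate them.

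The second pattern is the high signal of fat body genes in control EE and in dTip60E431Q ISO. With fat body cells or their RNA in the sorted samples, a second list of fat body genes should have a median of at least 1. Without them it should be under 0.5. The 36 genes had a median EE minus ISO difference in control of 0.21 (quartiles 0.0047 and 0.56), with 27 genes above 0 and 2 over 1. The first list had 0.77. The second median was 0.07 and 0.497 without control ISO replicate 1 and 2, so a common rise rests on these arrays. By the bound set beforehand, the median lies on the side of no fat body RNA. The upper quartile lies above 0.5, so by the later reading by quartiles such RNA was neither shown nor excluded. More female brains in control EE would lower the male-biased head genes Cyp4d21 and sxe2, and their mean difference was 0.39 with a standard error of 1.95, which decides nothing. In 3 of the 4 groups replicate 1 is low and replicate 2 high for these genes, and by number the differences are 0.26 and 0.52. The numbers are not shown to pair the samples. Which cells of the samples gave the signal of these head genes was not tested either. These values therefore speak neither for nor against more female brains. Exchanged EE and ISO labels in dTip60E431Q would turn most genes around. Outside the lists 80.7% of the control EE genes went the opposite way there, while tim stood at 0.23, per at -0.09 and vri at 0.24 in dTip60E431Q and so did not return by the amount of their fall in control, which leaves the exchange open.

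The third pattern is the signal of tim, per and vri, which is highest in control ISO, lower in the other 3 groups and lowest in control EE. In dTip60E431Q against control under ISO they stood at -1.41, -0.60 and -0.98. For per, control EE and dTip60E431Q EE differed by 0.07 (SE 0.11), so for this gene it is control ISO that stands apart. For tim and vri, dTip60E431Q EE was higher than control EE by 0.88 (SE 0.12) and 0.91 (SE 0.25), so there control EE stands apart as well. Clk and cry, which cycle in antiphase to them, had a mean difference of 0.48 in control, in the direction that samples taken at different times of day could give. It rests more on Clk (0.61) than on cry (0.34, SE 0.24), and without control ISO replicate 1 cry stood at 0.0015 and the mean at 0.31. The clock gene Pdp1, for which nothing was predicted, stood at -0.096 (SE 0.096) in control. Effects of EE and of dTip60E431Q on the clock itself could give these clock values too, and the time of collection is not given in the sources used here.

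Over both housings, dTip60E431Q against control gave 34 adjusted calls in limma (632 at the unadjusted threshold), and 2 of 35 splits of the 8 arrays gave as many, with 62 in the highest other split, so chance is not excluded. That split sets control ISO and dTip60E431Q EE against control EE and dTip60E431Q ISO, which is the interaction and a structure of the samples. For EE against ISO over both genotypes limma gave 0 adjusted calls (115 at the unadjusted threshold). With a count of 0 all 35 splits give as many whatever the data, so the splits decide nothing there, and the highest other split gave 62.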

How the results depend on the processing

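Averaging the dTip60E431Q ISO arrays, leaving both out, leaving the fat body, midgut and Jonah probe sets out of the counts, leaving out each array for the list tests and for the tests of the explanations, taking the male-biased genes by number, adding a confidence bound to the methods' t-test and counting genes were chosen only after the results were seen. Where a value below moved, the cause was not tested, except that fewer arrays or probe sets were tested where they were left out. Of 193 results for named genes, 87 passed the test, 27 of these in each fit with an array left out and 36 with the dTip60E431Q ISO pair averaged. None that passed changed direction. With 2 arrays per group and signals near background left in, small differences are not resolved.

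Adjusted calls for EE versus ISO in control (17) were 11 with cyclic loess, 8 with a repeated quantile normalization, 0 with the methods' t-test, 4 with only the arrays of the groups compared, 3 with the dTip60E431Q ISO arrays averaged or both left out, and 0 to 139 with an array left out. The unadjusted calls (827) were 193 with the methods' t-test, 387 with dim probe sets left out, 524 with 1 probe set per gene and 687 to 2857 with an array left out. For EE versus ISO in dTip60E431Q, the 84 adjusted calls were 0, 169 with only the groups compared, 15 with dim probe sets left out, 40 averaged and 37 to 159. The 1155 unadjusted calls were 608 with the methods' t-test, 486 with dim probe sets left out, 621 averaged and 732 to 1533.

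For dTip60E431Q versus control under EE, the 34 adjusted calls were 21 with cyclic loess, 0 with the methods' t-test, 16 with only the groups compared, 19 with 1 probe set per gene, 5 averaged or with both left out, and 0 to 69 with an array left out. The 956 unadjusted calls were 371 with the methods' t-test, 428 with dim probe sets left out, 629 with 1 probe set per gene and 819 to 1491. Under ISO, the 150 adjusted calls were 0 with the methods' t-test, 94 with only the groups compared, 57 with dim probe sets left out, 48 averaged and 49 to 952. The 1904 unadjusted calls were 684, 914, 1201 with 1 probe set per gene, 1128 averaged and 1233 to 3754. In the interaction, the 126 adjusted calls were 46 with dim probe sets left out, 45 averaged and 44 to 638, and the 1913 unadjusted calls were 925, 1224 with 1 probe set per gene, 1148 averaged and 1269 to 3554.

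Over both housings, the 34 calls between the genotypes were 11 with the methods' t-test, 119 with array weights, 16 with 1 probe set per gene, 14 averaged and 13 to 33 with an array left out. The 0 calls for EE were 0 to 3. The impaired subset (308, 139 of them higher) held 92 with the methods' t-test, 101 with dim probe sets left out, 194 with 1 probe set per gene and 296 to 758, and 163 of 277 were higher with cyclic loess and 182 of 282 with a repeated quantile normalization. The signed median of control EE genes in dTip60E431Q (-0.34) had a p of 0.0597 from fry and was -0.40 with 1 probe set per gene (0.0441), -0.74 with selection at an unadjusted p under 0.01 (0.0153) and -0.27 with the methods' t-test (0.0231), so the p lies under 0.05 in these. The fry p stayed at 0.05 or above with cyclic loess, a repeated quantile normalization and dim probe sets left out. It was 0.0619 without the fat body, midgut and Jonah probe sets. The correlation of the control ISO arrays (0.982) was 0.9403 with dim probe sets left out. Of 61 list tests past the threshold with camera, 0 passed with an estimated correlation, and fry called 14. Without a single array the median of 19 of these lists changed sign in at least 1 fit, the call of 20 others ended, the median of 10 others moved over 1.5 times, and 12 kept both. With the methods' t-test and a 95% confidence bound beyond a fold of 1.3, the unadjusted counts were 57, 203, 89 and 237 in the order above, and in genes of 1 symbol the unadjusted counts of limma were 582, 861, 711 and 1334. Without the fat body, midgut and Jonah probe sets the adjusted counts were 15, 71, 33, 135 and 110 in the order above.

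Whether the replicate numbers pair the samples is not known. Correlations of their deviations between groups ran from -0.086 to 0.312, the highest for control ISO with control EE. With a replicate block the adjusted calls were 9 for EE versus ISO in control and 21 for dTip60E431Q versus control under EE, and 72 of the 87 named-gene calls remained.

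Results that changed sign had not passed the test. Pka-R1 in dTip60E431Q versus control under EE (0.01) was -0.0021 with cyclic loess, -0.0021 with a repeated quantile normalization, -0.045 as the mean of its probe sets and -0.076 to 0.096 with an array left out. As the mean of its probe sets it was -0.046 under ISO (0.10) and 6.17e-04 in the interaction (-0.09). With an array left out, Tip60 for EE versus ISO in control (-0.10) ran from -0.28 to 0.067 and Indy in dTip60E431Q versus control under ISO (0.46) from -7.22e-04 to 0.92. jing ran from -0.054 to 0.33 for EE in control (0.14), from -0.45 to 0.017 in dTip60E431Q (-0.22) and from -0.38 to 0.088 between the genotypes under EE (-0.15), where p (-0.09) ran from -0.20 to 0.026.

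The alternative with roX RNA as a covariate was not run, since roX1 and roX2 have no named probe set. The methods' t-test and the fit on only the groups compared were not run for the interaction, and the latter not for 4 arrays against 4.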

Differences from the paper's values

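The values here use the deposited log2 values, and counts are of probe sets unless genes are named. The methods state a t-test at p under 0.05 with a fold of 1.3, and the legend of Fig. 3B a corrected p, so each count is given at both thresholds. The methods also filter on a 95% confidence bound of the fold without giving the bound. A bound that excludes no change is the same as the t-test at p under 0.05, so it leaves the counts of the methods' t-test below as they are. The other readings and the counts in genes of 1 symbol were chosen after seeing the values. With the bound beyond a fold of 1.3 the t-test gives 57 for EE in control, 203 for EE in dTip60E431Q and 89 between the genotypes under EE, and with it beyond 1.1 it gives 124, 446 and 233, the last within 1.5 times of the paper's 219.

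For EE versus ISO in control the paper gives 220 genes, against 17 probe sets here at an adjusted p and 827 at an unadjusted p. The methods' t-test without adjustment reaches the paper's count within 1.5 times, with 193 probe sets or 150 genes, and so does the unadjusted count in genes with probe sets of low signal left out (303). For EE versus ISO in dTip60E431Q the paper gives 43, against 84 at an adjusted p and 1155 at an unadjusted p. Adjusted counts reach it without dTip60E431Q ISO replicate 1 (40) and without replicate 2 (37), and with the pair averaged as 1 sample (40), which was chosen after seeing the values, and in genes also without dTip60E431Q EE replicate 2 (60) and, in another alternative chosen after seeing the values, with the fat body, midgut and Jonah probe sets not counted (62). The methods' t-test gives 608 there, or 463 genes, and no alternative run at an unadjusted p reaches the paper's 43. For dTip60E431Q versus control under EE the paper gives 219, against 34 at an adjusted p and 956 at an unadjusted p, with adjusted counts of up to 69 in the alternatives. The methods' t-test without adjustment gives 371 probe sets, but 261 genes, which is within 1.5 times of the paper's count.

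At a fold of 1.1 and an unadjusted p, the paper's counts in control are about 110 higher and about 110 lower (Fig. 3D, read by eye), against 570 and 527 here. In dTip60E431Q the paper's are about 10 higher and about 30 lower (Fig. 3D, read by eye), against 693 and 849. With probe sets of low signal left out, 138 were lower in control, within 1.5 times of the paper's count, and the legend states no p.

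The paper states that fewer genes respond to EE in dTip60E431Q than in control. The methods' t-test without adjustment gave 193 in control and 608 in dTip60E431Q, or 150 and 463 genes. It uses only the spread of the arrays compared. The SD of the differences between the 2 arrays of a group was 0.479 in control ISO and 0.183 in dTip60E431Q ISO. The t-test counts therefore also follow how alike these arrays are, and do not by themselves show a larger response. In limma the order of the counts is the other way from the paper's at both thresholds, and with that t-test too. It is the paper's order with probe sets of low signal left out at an adjusted p (18 and 15), without control ISO replicate 2 at an unadjusted p (2857 and 1533) and, in an alternative chosen after seeing the values, with the dTip60E431Q ISO arrays averaged as 1 sample at an unadjusted p (687 and 621). At a fold of 1.1 and an unadjusted p it is the paper's order without control ISO replicate 2 (3152 and 2134), without dTip60E431Q ISO replicate 2 (815 and 752) and with that pair averaged (815 and 642). The heat map legend describes an impaired response, and here 11 of the 15 probe sets that rose under EE in control fell in dTip60E431Q.

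Circadian rhythm, neuron development and L&M are among the paper's enriched groups under EE in control. Here camera gave adjusted p = 0.37, 0.254 and 0.457 for the lists of these names, while tim passed the test singly. Methyltransferases, zinc finger proteins and nucleosome organization are the paper's groups between the genotypes under EE, and here camera gave adjusted p = 0.529, 0.487 and 0.529 for them, with Gnmt, sr and Kr-h1 past the test singly. In the impaired subset the paper names olfactory learning and memory and sensory perception, and here 0 genes of the L&M list were in it, where chance gives 0.321 among the higher and 0.263 among the lower genes, so the 0 does not speak against the paper's group. Of the odorant and gustatory receptors 3 were among the lower genes, against 0.841 by chance.

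The paper describes the Table 1 genes as responding to EE in control, with no overall misregulation in dTip60E431Q. Here all 6 lay above 0 under EE in control, and Obp99a passed the test both there and between the genotypes, at -3.48 under EE and 2.91 under ISO. The methods speak of more genotypes on the arrays than the sample labels, which give control and dTip60E431Q.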

Other observations

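The yolk protein genes, which are expressed in female fat body and ovary, were followed beside the fat body markers. Of 4 genes, none passed the adjusted test in limma under EE in control, 3 were higher when adjusted over the list alone, and the median was 1.39 (camera adjusted p = 3.5e-06, adjusted p = 0.41 with an estimated correlation). In dTip60E431Q under EE the median was -1.42, with 3 lower when adjusted over the list alone (camera adjusted p = 4.26e-05, adjusted p = 0.356 with an estimated correlation). The interaction passed the test for 3 of the 4, with a median of -2.80 (camera adjusted p = 2.62e-06, adjusted p = 0.261 with an estimated correlation). The insulin-like peptide gene Ilp5 stood at 1.21 under EE in control (SE 0.29, adjusted p = 0.539), and of 34 neuropeptide genes none passed the test there, with a median of 0.05 (camera adjusted p = 0.271).

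Muscle genes had a median of -0.15 under EE in control, with 0 of 15 above 0 and TpnC4 lower when adjusted over the list alone (camera adjusted p = 0.00782, adjusted p = 0.942 with an estimated correlation). Their median was -0.30 and -0.02 without control ISO replicate 1 and 2 and -0.35 without control EE replicate 2, and it turned to 8.09e-04 without control EE replicate 1. Gonad and accessory gland genes had a median of -0.20 (camera adjusted p = 0.00782, adjusted p = 0.942 with an estimated correlation), which was -0.03 and -0.37 without control ISO replicate 1 and 2 and had a camera adjusted p of 0.0739 without control EE replicate 1. The median of 5 heat shock genes was -1.15 (camera adjusted p = 0.0487, adjusted p = 0.942 with an estimated correlation). It was -3.13 and 0.34 without control ISO replicate 1 and 2, and without any 1 of the other 6 arrays the camera adjusted p was from 0.0537 to 0.245. Of 47 odorant-binding protein genes, 1 rose and 1 fell in dTip60E431Q under ISO, and 5 were higher and 5 lower when adjusted over the list alone (camera adjusted p = 0.226). In EE versus ISO of dTip60E431Q the zinc finger genes had a median of 0.09 (camera adjusted p = 0.0048, adjusted p = 0.596 with an estimated correlation) and the odorant and gustatory receptors one of 0.08 (camera adjusted p = 0.00396, adjusted p = 0.356 with an estimated correlation). Without dTip60E431Q EE replicate 1 and 2 the zinc finger median was 0.0029 (camera adjusted p = 0.155) and 0.17, and the receptor median was 0.05 and 0.07 (camera adjusted p = 0.18 for the latter).

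Under EE in control, the lists of synaptic machinery, BTB-POZ genes, cytosolic ribosomal proteins, photoreceptor markers and other neuron markers held no gene past the adjusted test in limma, and 1 gene of BTB-POZ proteins and 1 of ribosomal proteins passed the unadjusted threshold. Their camera adjusted p-values were 0.289, 0.707, 0.116, 0.574 and 0.834. Of 3 male-specific RNAs, 1 was measured, at -0.03 under EE in control.

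The genes brp, dlg1, Csp, br, RpL32, Nmdar1 and Nmdar2, which the paper names elsewhere, had smallest adjusted p-values in limma of 0.89 and 0.88 for EE in control and in dTip60E431Q, and of 0.786 and 0.548 between the genotypes under EE and ISO.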
